# Crosstalk between protein N-glycosylation and lipid metabolism in *Saccharomyces cerevisiae*

**DOI:** 10.1038/s41598-019-51054-7

**Published:** 2019-10-09

**Authors:** Antonisamy William James, Chidambaram Ravi, Malathi Srinivasan, Vasanthi Nachiappan

**Keywords:** Biochemistry, Glycobiology

## Abstract

The endoplasmic reticulum (ER) is a multi functional organelle and plays a crucial role in protein folding and lipid biosynthesis. The *SEC59* gene encodes dolichol kinase, required for protein glycosylation in the ER. The mutation of *sec59-1* caused a protein N-glycosylation defect mediated ER stress resulting in increased levels of phospholipid, neutral lipid and sterol, whereas growth was reduced. In the *sec59-1∆* cell, the N-glycosylation of vacuolar carboxy peptidase-Y (CPY) was significantly reduced; whereas the ER stress marker Kar2p and unfolded protein response (UPR) were significantly increased. Increased levels of Triacylglycerol (TAG), sterol ester (SE), and lipid droplets (LD) could be attributed to up-regulation of *DPP1*, *LRO1*, and *ARE2* in the *sec 59-1∆* cell. Also, the diacylglycerol (DAG), sterol (STE), and free fatty acids (FFA) levels were significantly increased, whereas the genes involved in peroxisome biogenesis and Pex3-EGFP levels were reduced when compared to the wild-type. The microarray data also revealed increased expression of genes involved in phospholipid, TAG, fatty acid, sterol synthesis, and phospholipid transport resulting in dysregulation of lipid homeostasis in the *sec59-1∆* cell. We conclude that *SEC59* dependent N-glycosylation is required for lipid homeostasis, peroxisome biogenesis, and ER protein quality control.

## Introduction

Proteins synthesized in the ER are post-translationally modified by N-glycosylation and O-glycosylation. The glycosylation process starts in the ER, and extends to the Golgi apparatus, which requires activated dolichol precursors for the initial steps. The vast majorities of secretory proteins are N-linked glycoproteins and play an important role in protein secretion, morphogenesis, and development of multi-cellular organisms. *SEC59* (SECretory) encodes dolichol kinase (DK) and catalyzes CTP-dependent phosphorylation of dolichol. Dolichol kinase transfers the phosphoryl group from CTP to dolichol and catalyzes the final step of the *de novo* pathway for the Dol-P formation. CTP-mediated dolichol kinase is involved in recycling of glycosyl carrier lipid after it is discharged as Dol-P-P in N-glycosylation reactions. On the ER luminal surface the Dol-P-P phosphatase converts Dol-P-P to Dol-P, and is diffused back to the cytoplasmic leaflet of the ER. Dol-P (Dolichol Monophosphate) serves as a glycosyl carrier lipid in the assembly of N-linked glycoproteins, glycosylphosphatidylinositol anchors, and C and O-mannosylation. The DK is involved in the dolichol monophosphate (Dol-P) synthesis and serves as a carrier lipid in the assembly of N-linked glycoproteins^1^. When the accumulation of unfolded or misfolded proteins in the ER activates the transmembrane kinase/nuclease Ire1p^2^, and initiates the *HAC1* mRNA splicing. The Hac1p, a βZIP transcription factor induced the unfolded protein response (UPR) target genes^2^. The activation of the UPR allows the cell to tolerate stress and presumably assist in a correction of the insult that is caused by unfolded protein accumulation^2^. During the ER stress, the misfolded or unfolded proteins are accumulated in the ER, further transported to the cytosol, and eliminated by the proteasomal degradation^3^. When there is a defect in protein folding, the ER-associated degradation (ERAD) is enhanced. The UPR and ERAD pathways are responsible for removal of the aberrant proteins from the ER^3^. The protein glycosylation and protein quality control homeostasis are crucial and evolutionarily conserved from yeast to human^4^. The N-glycosylation defects are associated with human metabolic diseases, congenital disorder of glycosylation (CDG), muscular hypotonia and progressive dilative cardiomyopathy^5^. The major proportions of lipids are synthesized in the ER and transports to their destiny for various organelles function. The storage lipids TAG and cholesterol esters are associated with atherosclerosis and liver steatosis in human. The impact of the protein glycosylation defect on lipid metabolism (the phospholipid, neutral lipid, sterol, and fatty acid metabolism), and its associated human lipid metabolic disorder remains elusive. A genome-wide screening study for a protein glycosylation defect in *S. cerevisiae* may provide a novel idea for identification of glycosylation defect linked lipid disorders. The systematic interrogations of cellular pathways will help to identify the crosstalk between protein glycosylation and lipid metabolism.

## Results

### *SEC59* is involved in cell growth and membrane morphology

The microarray result shows that 1880 genes involved in various functions were upregulated and 1430 genes were down regulated in the *sec59-1∆* strain (S1). Among these, 92 genes involved in lipid metabolism were upregulated (Fig. 1A–C). 

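The arrays read *SEC59*, which encodes dolichol kinase, with a single probe of 60 bases on chromosome XIII from 295326 to 295385 (build sacCer1), inside the coding region annotated from 295179 to 296738. Its log2 ratio, the array labelled *sec59-1∆* minus the wild-type array, was 1.81 ± 0.18 (SD between spots), and the probe was well above background on both arrays. Its 3 spots gave signals of 322 to 391 on the wild-type array and 1345 to 1541 on the array labelled *sec59-1∆*. A full deletion, the genotype the methods give with a KanMX cassette (written KanMAX4), would leave no transcript for this probe, whereas a point mutation would not be seen by it. Its signal on both arrays argues against a full deletion in either sample, whichever array holds which strain. No probe on the array is annotated for the cassette, so the strain behind each array rests on its label alone. The paper reports more Kar2p and more UPRE-GFP fluorescence in the mutant (Fig. 2A,C), the same direction as *KAR2* on these arrays, which does not settle the point.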

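Expression was measured on 1 array of the wild-type strain RSY252 and 1 array of RSY27, labelled *sec59-1∆*, both from cells grown in YPD at 30 °C for 48 h. By the labels both strains carry a *ura3* allele, their *his4* alleles differ, and RSY27 alone carries a *suc2* allele. The strains thus differ in more than *SEC59*. With 1 array per strain there is no replicate check and no p-value; an SD after ± is the spread between spots of the same probe, which is technical. Each Agilent array was labelled in a single colour and held 15744 spots, of which 15208 were read for 6256 probes and 6227 genes. Of these spots, 14370 on the wild-type array and 14386 on the array labelled *sec59-1∆* were well above background, and 77 and 87 were saturated. Median signals were 943 and 1170. The scanner software, Agilent Feature Extraction (version 11.5.1.1 in the file headers), had subtracted the background and corrected trends across the slide. From there the log2 signal of each array was shifted by its 75th percentile, as the methods state, and spots flagged as outliers were left out. Spots of a probe and probes of a gene were then averaged. The methods also describe Affymetrix arrays, RMA and a linear model with batch and strain, which the files of these 2 arrays do not contain. List medians were placed among 10000 random lists of the same size matched on mean expression, which describes these 2 arrays only. The gene lists, the threshold, the percentile shift and most alternatives were set before the data were examined. The paper's own values for these samples had been seen, however, and 15 of the lists hold genes it chose on them.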

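At the size threshold of the paper (0.6 on the log2 scale), 1891 genes were higher on the array labelled *sec59-1∆*, 1491 were lower and 2837 lay between, of 6219 genes with a value. A threshold of 1 left 1199 higher and 788 lower. The median log2 ratio of all genes was 0.093. Scaling the arrays by their medians moved it by -0.15 and gave 1611 higher and 1794 lower genes, and quantile normalization moved it by -0.13. The longest genes had higher ratios: among the 561 longest genes, coding for 2832 bases or more, 338 were at least 0.6 higher and 23 lower, with a median of 0.82. Among the shortest, up to 456 bases, 156 were higher and the median was -0.0038. With the median of each length bin subtracted, an alternative chosen after the data were examined, 1626 of 5610 genes were higher and 1310 lower.

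**Figure D1:**
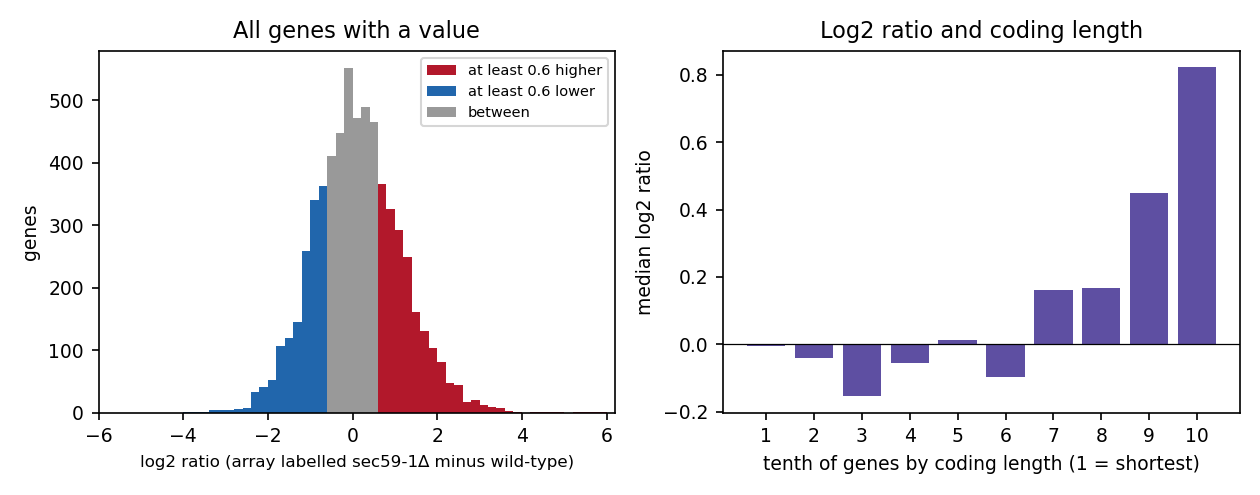
Left, number of genes by log2 ratio (the array labelled *sec59-1∆* minus wild-type), coloured by the threshold of 0.6. Right, median log2 ratio of genes grouped by coding length, from the shortest group to the longest, which stands at 0.82.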

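Across 7 textbook lists of lipid metabolism, 50 measured genes were at least 0.6 higher on the array labelled *sec59-1∆*, 19 were lower and 38 lay between. When the arrays were scaled by their medians, 47 were higher and 20 lower. The ergosterol pathway alone held 20 of the 50 higher genes and none of the lower ones. Over all genes with a value, 1891 of 6219 were higher and 1491 lower. Sphingolipid genes went both ways: of 21 genes, 5 were higher and 6 lower, with a median log2 ratio of -0.26 at percentile 9.33 of the random lists. That median ranged from -0.41 when the arrays were scaled by their medians to -0.10, at percentile 25.9, with coding length removed. Among them *LCB5* (2.01) and *CSH1* (1.93), a sphingoid base kinase and a mannosyltransferase subunit of inositol phosphoceramide, were higher, and the hydroxylases *SCS7* (-1.69) and *SUR2* (-1.66) were lower. Mitochondrial fatty acid synthesis had a median of 0.025 over 8 genes, 2 higher and 1 lower (percentile 35.2).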

The *sec59-1Δ* cell growth was severely affected even at the permissible temperature until 48 h, and the growth phenotype was rescued by the overexpression of YEp352-*SEC59* (Figs 1D and S1). Hence the membrane morphology was examined in the *sec59-1Δ* cell using the lipophilic fluorescent dye DiOC6 (3,3-dihexyloxacarbocyanine iodide) that stains the plasma membrane, ER and Golgi vesicles^6^. The ER and vacuolar membrane were highly vesiculated and formed clumped aggregates (Fig. 1E), and the overexpression of YEp352-*SEC59* in the *sec59-1∆* cell restored the fragmented vacuolar structure, clumped aggregation of membranes and fragmented membrane punctate-like structure (Fig. 1E). 

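Genes of the cell wall were higher on the array labelled *sec59-1∆*. Of 24 genes of chitin and glucan synthesis and remodelling, 20 were at least 0.6 higher and none was lower, with a median log2 ratio of 1.75 (percentile 100). The chitin synthases *CHS1*, *CHS2* and *CHS3*, which make chitin for septum and wall, had log2 ratios of 2.1, 1.96 and 1.69. *CHS6* (3.46) and *CHS7* (2.61), which serve the export of Chs3p, were higher as well, YJL099W lying on chromosome X from 239414 to 241654. Among glucan-modifying enzymes, *GAS1* stood at 0.84 ± 0.0081, *GAS5* at 2.68 ± 0.037 and *SCW10* at 2.99 ± 0.077, with *EXG1* at 1.86, *GAS3* at 1.98 and *GAS4* at 1.81. All 12 genes the paper names here were at least 0.6 higher, but it chose them on these samples, so their count is not independent evidence. All of them except *SCS3* are members of the textbook list too, so its median and percentile are not separate evidence. Members that the paper does not name here ranged from -0.26 for *KNH1* to 3.12 for *FKS1*. With coding length removed, the median of the textbook list was 1.31 (percentile 100).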

The microarray result shows the genes involved in cell wall synthesis and assembly (*SCW10, EXG1, GAS1, GAS3, GAS4, GAS5, CHS1, CHS2, CHS3, EXG1, SCS3, CHS6*, and *CHS7*) were up-regulated in the *sec59-1Δ* cell (Fig. 1F) revealing that Sec59 plays a vital role in cell growth and membrane maintenance in *S. cerevisiae*.

**Figure 1:**
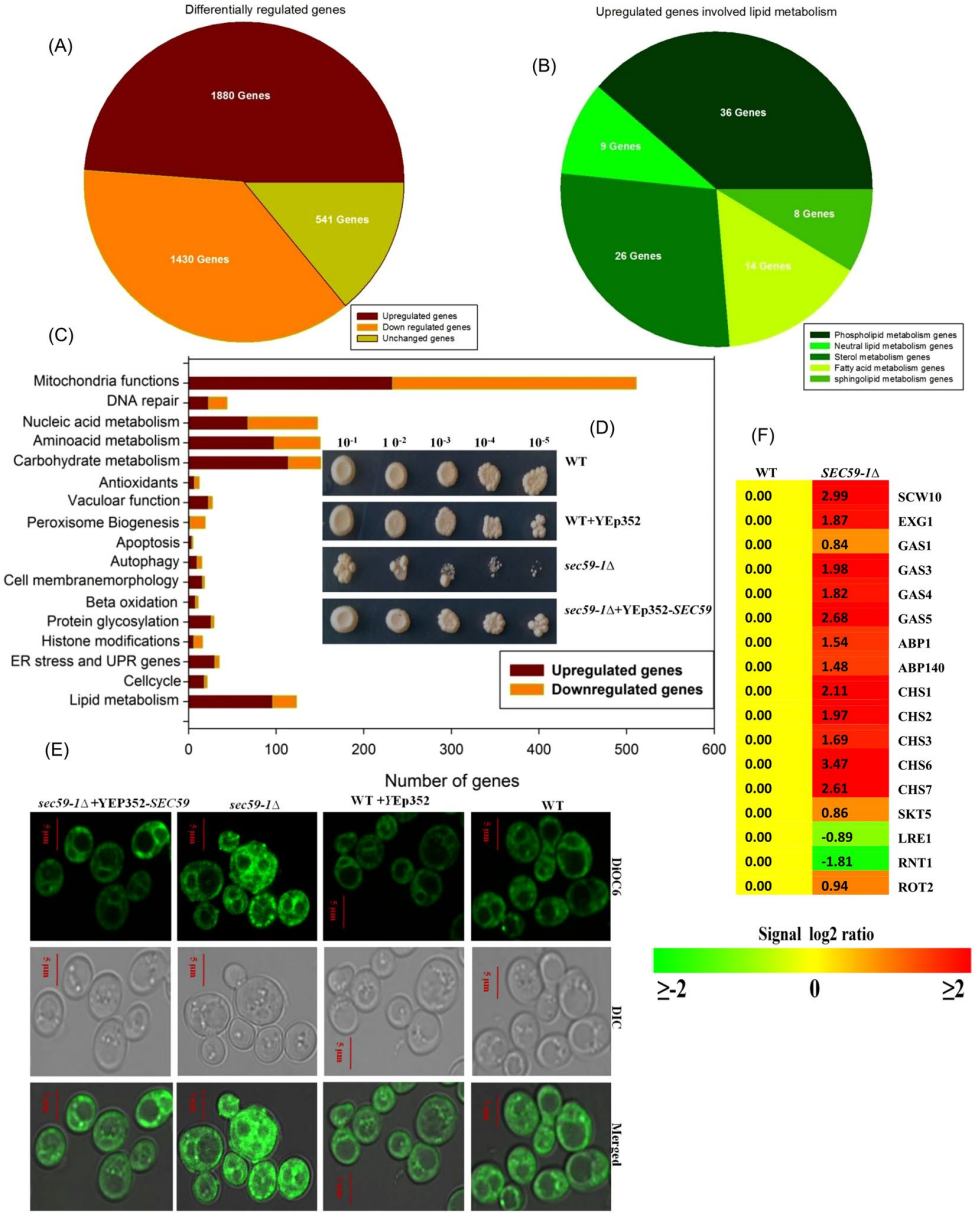
The Sec59p required for growth and membrane morphology. (**A**) Microarray analysis of differentially regulated genes in *sec59-1∆* cell. (**B**) Distribution of differentially regulated genes involved in lipid metabolism in *sec59-1∆* cell. (**C**) Differentially regulated genes involved in various functions in *sec59-1∆* cell. The microarray gene expression data were analyzed and expressed in fold change expression values are provided as log base 2. From the log base values greater than 0.6 fold is statistically significant (*p < 0.05). (**D**) Wild-type, wild + YEp352, *sec59-1∆* and *sec59-1∆* + YEp352-*SEC59* cells were grown in SC or SC-U medium at 30 °C until mid-log phase. Equal amount of cells was serially diluted and three μl of cells were spotted on SC or SC-U agar plates and incubated for 48 h at 30 °C and the growth pattern was observed. (S1 A) For growth curve analysis, cell growth was studied by measuring the A_600 nm_ of cells at frequent time intervals until 24 h. (S1B) We have analyzed 50 fields for each sample, the cells with membrane defects were counted, and the values are expressed per 100 cells. (**E**) Membrane staining. Wild-type, *sec59-1∆* and *sec59-1∆* + YEp352-*SEC59* cells were grown in SC or SC-U medium at 30 °C up to mid-log phase, and the cell membrane stained using the lipophilic dye DiOC6, as described in the methods section. Fluorescence imaging was performed on confocal microscope (LSM 710-Zeiss) equipped with a 100/1.40 oil objective and an AxioCam MRM camera (Zeiss). Bar, 5 μm. (**F**) Microarray expression of genes involved in the cell wall synthesis and assembly.

### The UPR and ER stress induced in the *sec59*-1∆ cell

The *sec59-1* mutant cell shows severe N-glycosylation defect in the vacuolar carboxy peptidase-Y (CPY) protein from mid-log phase (12 h) to stationary phase (48 h) (Fig. 2B). The UPR was also significantly increased until 48 h as measured by the expression of the UPRE-GFP fluorescence (Fig. 2A).

**Figure 2:**
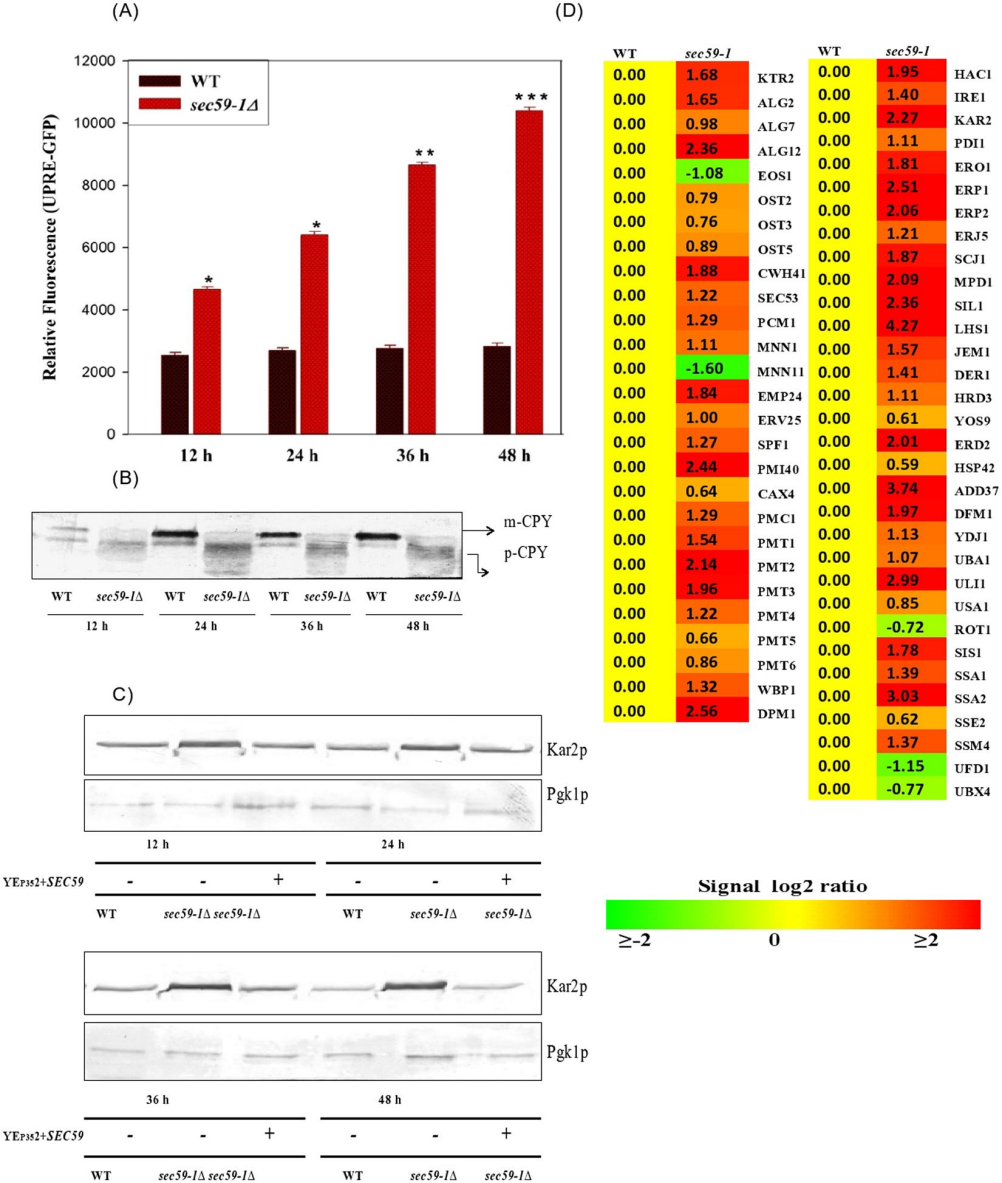
Measurement of UPR in wild and *sec59-1∆* cells. (**A**) The vector pRS314 bearing UPRE-GFP was expressed in the wild-type and *sec59-1*∆ cells, and grown at 30 °C in synthetic complete media devoid of tryptophan (SC-Trp). Equal amount of cells were collected every 12 h to 48 h and the activated UPRE-GFP was measured using F-4500 fluorescence spectro-photometer (excitation at 488 nm and emission at 510 nm). The wild-type control cells were compared with the *sec59-1*∆ cells and the data represents the mean ± SD (*P < 0.05, **P < 0.01 and ***P < 0.001) of triplicates from three separate experiments. (B) Glycosylation status of carboxypeptidase-Y. Wild-type and *sec59-1∆* cells were grown in YPD medium at 30 °C. The cells were collected every 12 h, lysed and an equal amount of protein (50 μg) was separated by 8% SDS page as described in detail in the methods section. Anti-CPY was used to check the glycosylation status of CPY expression in a time-dependent manner. (**C**) The expression of Kar2 protein. The wild-type, wild + YEp352, *sec59-1∆* and *sec591-1∆* + YEp352-*SEC59* cells were grown in SC or SC-U medium until mid-log phase at 30 °C. The cells were lysed and equal amount of protein (50 μg) were separated by 8% SDS page as described in the methods section. Anti–Kar2 antibody was used to analysis the Kar2p expression and anti-Pgk1 was used as a loading control. **(**S1C) The original Western blot picture was scanned by Bio-Rad gel doc with a black-and-white gel tray, and the protein band was quantified with Image-J software. Kar2p expression was normalized with Pgk1p, and the data represent the means ± SD (*P < 0.05) of triplicates from three separate experiments (**D**) Microarray expression of genes involved in protein glycosylation, protein folding, and ER stress marker genes.

The expression of ER chaperone, Kar2p was increased in the *sec59-1∆* cell until 48 h, and the overexpression of YEp352*-SEC59* restored the ER stress (Fig. 2C). Also, the microarray result shows that 14 genes (*HAC1, IRE1, KAR2, PDI1, ERO1, SCJ1, MPD1, SIL1, LHS1, YOS9, HSP42, ERJ5, ERP1, ERP24*, and *ERV25*) involved in protein folding, ERAD pathway, and ER chaperone were upregulated (Fig. 2D). Among these genes, the *LHS1* gene expression was up-regulated by ∼4.27 fold and *HAC1, KAR2, SIL1, ERP1*, and *ERP2* genes were elevated by more than ∼2.0 fold, and rest of the genes (*IRE1, PDI1, ERO1, SCJ1, MPD1, HRD1, YOS9, DER1, HSP42, ERJ5, EMP24*, and *ERV25*) were up-regulated by ∼1.5 fold. 

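Chaperones and folding enzymes of the ER were higher on the array labelled *sec59-1∆* as a group. Of 26 textbook UPR targets and ER folding genes, 20 were at least 0.6 higher, 1 was lower and 5 lay between, with a median log2 ratio of 1.4 (percentile 100 of the random lists). *ULI1*, an ER protein induced by unfolded proteins, had a ratio of 2.99 ± 0.17, whereas *ROT1*, an ER protein of cell wall glucan synthesis, had -0.72 ± 0.14 and *EPS1*, a disulfide isomerase, -0.50. Of the sensors and foldases, *IRE1* stood at 1.4 ± 0.042, *PDI1* at 1.1 ± 0.034 and *ERO1*, the thiol oxidase, at 1.81 ± 0.091. The J-domain proteins *SCJ1* and *ERJ5* had ratios of 1.86 and 1.2, and the disulfide isomerase *MPD1* 2.09. Among 15 genes the paper names, with ERP24 read as *EMP24*, 14 were at least 0.6 higher. They were chosen on these samples and are not independent evidence. Most of them are members of the textbook list too, and the paper names or draws others of it, such as *ULI1* and *ROT1*. The textbook list is therefore not separate evidence. Its members that the paper neither names nor draws ranged from -0.50 for *EPS1* to 2.54 for *FPR2*. *ROT1* came to -0.51 with coding length removed. *YOS9* (0.61), a lectin of ER-associated degradation, fell under 0.6 in each scaling alternative, and *HSP42*, a small heat shock protein saturated on the array labelled *sec59-1∆*, was at least 0.58 higher.

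**Figure D2:**
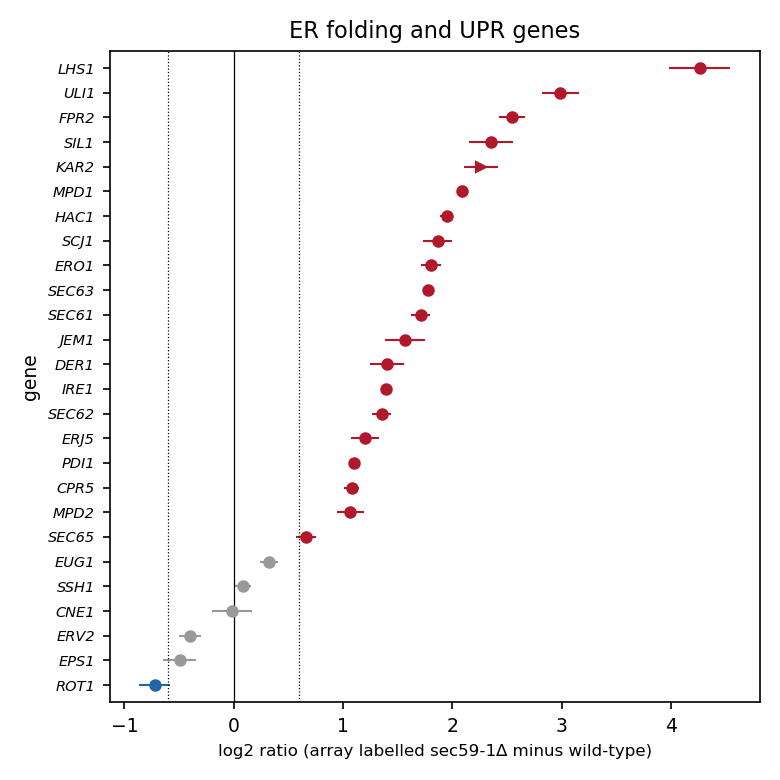
Log2 ratio (the array labelled *sec59-1∆* minus wild-type) of each of the 26 genes, with the SD between spots as bars and the threshold of 0.6 as dotted lines; the triangle marks *KAR2*, saturated on the array labelled *sec59-1∆*. 20 genes lie to the right of the threshold and *ROT1* to the left.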

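*LHS1* (YKL073W, chromosome XI from 296430 to 299075), an Hsp70-type nucleotide exchange factor of the ER, had a log2 ratio of 4.26 ± 0.28, which is a fold of 19.2 on the linear scale. *KAR2*, the ER Hsp70, was saturated on the array labelled *sec59-1∆*, so its ratio of 2.26 is a lower limit, at least 4.8-fold higher. *SIL1*, the other exchange factor of Kar2p, stood at 2.35 ± 0.20, *HAC1*, the transcription factor of the UPR, at 1.95 ± 0.056, and the p24 proteins *ERP1* and *ERP2*, of ER to Golgi vesicles, at 2.51 ± 0.14 and 2.05 ± 0.049. *HRD1*, the ubiquitin ligase of ER-associated degradation, lay between the thresholds at -0.087 ± 0.073. The legend of Fig. 1 gives the paper's expression values as log2, the scale used here.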

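Members of the p24 family sort cargo at ER exit. On the array labelled *sec59-1∆* against the wild-type array, *EMP24* had a log2 ratio of 1.89 ± 0.073 (3.72-fold on the linear scale) and its partner *ERV25* one of 1.00 ± 0.065. *EMP24* (YGL200C) lies on chromosome VII from 122694 to 123305 and *ERV25* (YML012W) on chromosome XIII from 246116 to 246751.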

The *EMP24* and *ERV25* expression were increased by ∼1.84 and ∼1.0 fold (Fig. 2D). The expressions of ERAD pathway genes (*DOA10, DFM1, RSP5, UBX4, UFD1, HRD3, USA1, DER1*, and *ADD37*) were significantly upregulated thereby eliminating the misfolded or unfolded proteins in the *sec59-1∆* cell (Fig. 2D). 

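Genes of ER-associated degradation were found on both sides on the array labelled *sec59-1∆*. *ADD37*, a protein of ER-associated degradation, had a log2 ratio of 3.73 ± 0.056, *DFM1* of 1.97 ± 0.14 and its relative *DER1* of 1.4 ± 0.16. Of the ubiquitin ligase subunits, *SSM4* (named *DOA10* in the paper) stood at 1.36, *HRD3* at 1.1, *USA1* at 0.85 and *RSP5* at 0.87. *UBX4* and *UFD1*, cofactors of the Cdc48 segregase in the cytosol, were lower, at -0.77 ± 0.039 and -1.16 ± 0.11. In all, 7 of 9 genes were at least 0.6 higher and 2 were lower; the paper chose them on these samples, so the count is not independent evidence. With coding length removed, their median of 1.1 became 0.48, with *SSM4*, *USA1* and *RSP5* under 0.6 and *UBX4* at -0.53.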

The N-glycosylation defect observed in the *sec59-1∆* cell was sustained until 48 h (Fig. 2B) despite the genes involved in protein glycosylation (*EOS1, WTM1, KTR2, ROT2, ALG2, OST2, OST3, OST5, ALG7, PCM1, PMT1, PMT2, PMT3, PMT4, PMT6, CWH41, ALG12, WBP1, BST1*, and *DPM1*) being significantly upregulated (Fig. 2D). 

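O-mannosylation genes were higher on the array labelled *sec59-1∆* as a list, while the lists for glycan precursors and glycan transfer were nearer to the random lists. With coding length removed, the O-mannosyltransferase list (median 1.13, percentile 99.2) and the precursor list (0.69, percentile 99.5) both stood high among the random lists. Their medians still differed, and percentiles of lists of unlike size do not compare them. With the same removal the oligosaccharyltransferase had a median of 0.56 (percentile 92.9). Of 22 genes that build the lipid-linked oligosaccharide, 10 were at least 0.6 higher and none was lower (median log2 ratio 0.54, percentile 94.2; 0.29 with quantile normalization, and 0.69 at percentile 99.5 with coding length removed); *DPM1*, the dolichol phosphate mannose synthase, had 2.56 ± 0.074. The mannosyltransferases *ALG2* and *ALG12* stood at 1.64 and 2.35, and *ALG7*, which starts the glycan on dolichol, at 0.97. The oligosaccharyltransferase, which attaches the glycan to protein, had 4 of 9 subunits at least 0.6 higher (median 0.49, percentile 86.4), among them *WBP1* (1.32), *OST5* (0.89), *OST2* (0.78) and *OST3* (0.76). All 7 O-mannosyltransferase genes were at least 0.6 higher, with a median of 1.36 (percentile 99.7); *PMT2* and *PMT3* had 2.14 and 1.95, and *PMT5*, at 0.65, fell under 0.6 when the arrays were scaled by their medians (0.51), with quantile normalization, loess and normexp, and from the higher-numbered spot. When coding length was removed, *PMT5* and *PMT6* fell under it, at 0.40 and 0.55. *CWH41*, the first glucosidase of the N-glycan, had 1.87 ± 0.088, *PCM1*, of amino sugar synthesis, 1.28 and *KTR2*, a mannosyltransferase of the Golgi, 1.67. *EOS1*, an ER membrane protein linked to N-glycosylation, was lower at -1.08 ± 0.11. Of the 20 genes the paper names, chosen on these samples and so not independent evidence, 19 were at least 0.6 higher and 1 was lower. The paper states, from the glycosylation defect that lasts although these genes were upregulated, a crucial part of *SEC59* in glycosylation and quality control of proteins.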

From this result, we can depict that the *Sec5*9 plays a crucial role in protein glycosylation and ER protein quality control.

### Role of *SEC59* in glycerophospholipid metabolism

The *SEC59-1* mutation causes the accumulation of misfolded or unfolded proteins induced ER stress. Also, the membrane lipids and storage lipids are majorly synthesized in the ER. Hence we sought to identify the impact of Sec59p defect in lipid metabolism. The phospholipids, phosphatidyl choline (PC), phosphatidyl ethanolamine (PE), phosphatidyl inositol (PI), phosphatidyl serine (PS) and minor phospholipids, lysophosphatidylcholine (LPC), phosphatidic acid (PA), and cardiolipin (CL) levels were significantly increased in *sec59-1Δ* cell compared to the wild-type (Fig. 3A). The time lapse study also shows that, PC, and PE were increased at 36 h and 48 h (Fig. 3B), also, minor phospholipids were significantly increased in the *sec59-1∆* cell until 48 h, whereas they were reduced in the wild-type cell.

**Figure 3:**
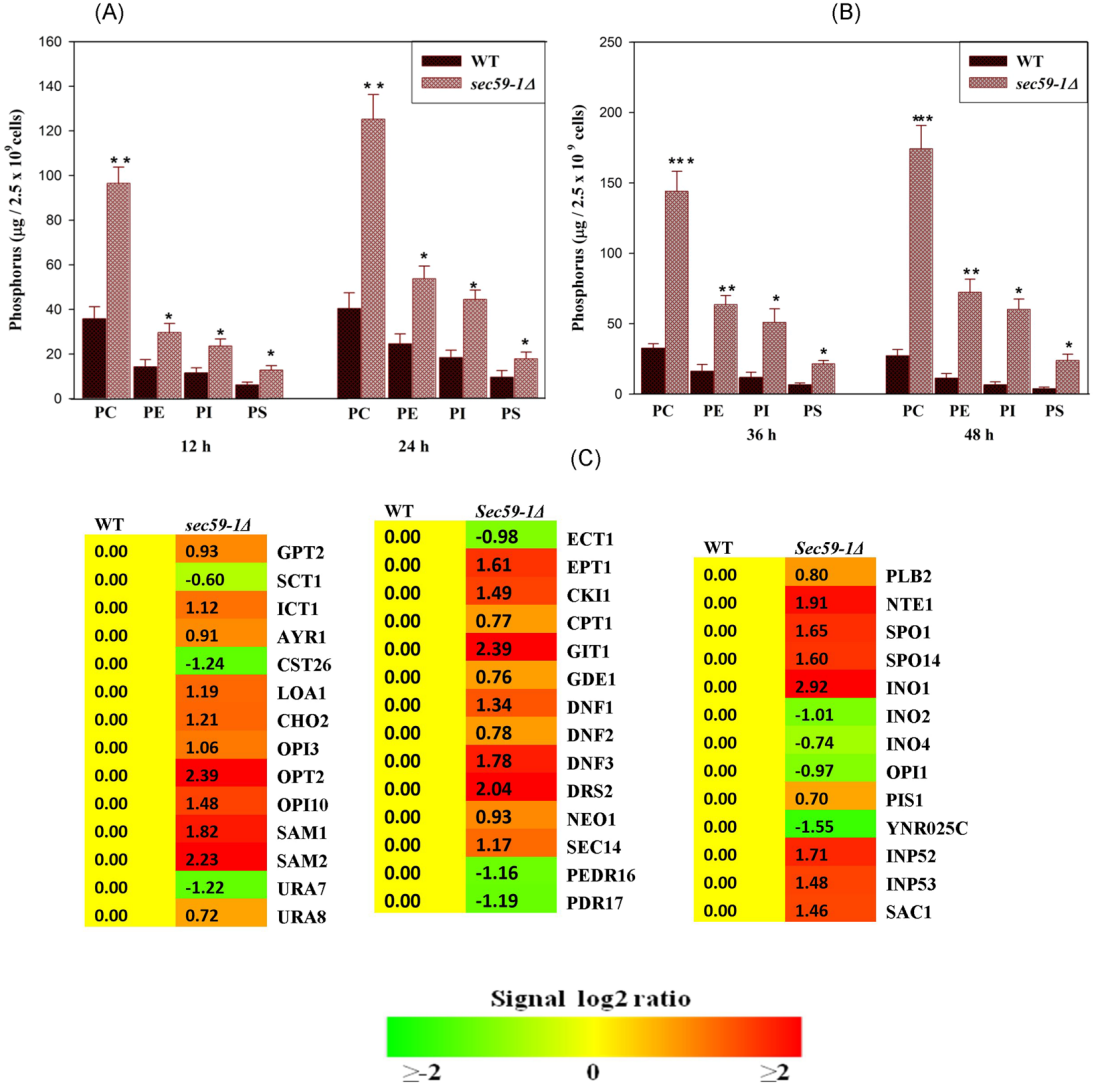
Time-dependent study of phospholipids. (**A**,**B**) The wild-type and *sec59-1*∆ cells were grown  in YPD medium at 30 °C. Equal amount of cells were harvested in a time dependent manner (12 h to 48 h), lipids were extracted and the individual phospholipids separated by two-dimensional TLC and the phosphorus was quantified as described in the methods section. (**C**) Expression of genes involved in phospholipid metabolism. The wild-type cells at different time intervals were compared with their respective *sec59-1*∆ cell and the data represents the mean ± SD (*P < 0.05, **P < 0.01 and ***P < 0.001) of triplicates from three separate experiments.

Choline is a precursor for phosphocholine synthesis^7,8^. 

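Of the genes for phosphatidylcholine and PE synthesis, some were higher on the array labelled *sec59-1∆* and others lay between the thresholds. *CHO2*, which makes the first methylation of PE, had a log2 ratio of 1.2 ± 0.026, and *OPI3*, which makes the later ones and was saturated on the array labelled *sec59-1∆*, at least 1.05. The aminoalcohol transferases *EPT1* and *CPT1* stood at 1.56 ± 0.039 and 0.77 ± 0.13, and choline kinase *CKI1* at 1.49 ± 0.26; *CPT1* fell under 0.6 with quantile normalization. *CDS1* (0.056), *CHO1* (-0.41), *PSD1* (-0.38), *PSD2* (0.10), *PCT1* (-0.22) and *EKI1* (0.23), of CDP-diacylglycerol, phosphatidylserine, PE and CDP-choline synthesis, all lay between. Of 22 textbook phospholipid synthesis genes, 9 were at least 0.6 higher and 3 lower, with a median of 0.47 (percentile 93.8).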

The microarray data revealed that genes involved in PC, and PE synthesis (*CHO2, OPI3, CPT1, EPT*, and *CKI1*) were up-regulated, and rest of the genes (*CDS1, CHO1, PSD1, PSD2, PCT1*, and *EKI1)* were not significantly altered in *sec59-1Δ* cell (Fig. 3C). However, the *SAM1* and *SAM2* (S-adenosylmethionine synthetase) were up-regulated by ∼2.0 fold in *sec59-1Δ* cell, which acts as a methyl donor, and is required for the PC synthesis by the activation of Cho2p and Opi3p. 

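S-adenosylmethionine synthetase genes were both higher on the array labelled *sec59-1∆*. *SAM1* (YLR180W, chromosome XII from 515262 to 516410) had a log2 ratio of 1.81 ± 0.13 and *SAM2* (YDR502C, chromosome IV from 1453310 to 1454464) of 2.22 ± 0.11. On the linear scale these are folds of 3.51 and 4.67.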

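The CTP synthase genes went in opposite directions. *URA7* was lower on the array labelled *sec59-1∆*, with a log2 ratio of -1.23 ± 0.049 (YBL039C, chromosome II from 143989 to 145728). *URA8*, its minor isozyme, was higher at 0.71 ± 0.21 (YJR103W), and fell under 0.6 when the arrays were scaled by their medians.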

The *URA7* gene was down regulated by 1.22 fold, whereas *URA8* (CTP synthase) was up-regulated in *sec591-Δ* cell, which are required for the synthesis of PC through the activation of the phosphocholine cytidyltransferase in CDP-choline pathway^9,10^. The phospholipid precursors (LPA and PA) are required for synthesis of the phospholipid through CDP-DAG pathway. The genes involved in LPA and PA synthesis (*GPT2, AYR1, LOA1*, and *ICT1*) were up-regulated (Fig. 3D); and the phospholipid levels were increased in the *sec59-1∆* cell until 48 h even though the phospholipases (*SPO14, NTE1*, and *PLB2*) were up-regulated.

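Acyltransferase genes at the start of phospholipid synthesis differed among themselves on the array labelled *sec59-1∆*. *GPT2*, a glycerol-3-phosphate acyltransferase, had a log2 ratio of 0.92 ± 0.090, *AYR1*, which reduces 1-acyl-dihydroxyacetone phosphate, 0.90 ± 0.11, and the lysophosphatidic acid acyltransferases *LOA1* and *ICT1* 1.19 and 1.11. *SCT1*, the other glycerol-3-phosphate acyltransferase, was lower at -0.61 ± 0.075, a value close to the threshold. Phospholipase D *SPO14*, the phospholipase B *NTE1* and the extracellular *PLB2* stood at 1.6 ± 0.15, 1.91 ± 0.16 and 0.80 ± 0.15. *PLB2* fell under 0.6 with quantile normalization, and *PLB2* and *SPO14* did with coding length removed (0.54 and 0.59). The paper chose the 7 genes it names here on these samples; all 7 were at least 0.6 higher.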

The lipid transporters and aminophospholipid flippase of the plasma membrane provide the substrate for phospholipid synthesis from exogenous supplementation. The expression of plasma membrane permeases (*GIT1, DNF1, DNF2*, and *DNF3*), and aminophospholipid flippase (*NEO1, SEC14, PDR16, PDR17*, and *DRS2)* were increased in the *sec59-1Δ* cell. 

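Flippase genes were higher and phosphatidylinositol transfer genes differed among themselves. The P4-type ATPases of the Golgi and endosomes, *DRS2*, *DNF3* and *NEO1*, had log2 ratios of 2.03 ± 0.062, 1.78 ± 0.13 and 0.92 ± 0.059. *SEC14*, the major phosphatidylinositol transfer protein, was higher at 1.17 ± 0.14, whereas its homologs *PDR16* and *PDR17* were lower at -1.16 ± 0.16 and -1.2 ± 0.20. Of 9 genes named by the paper on these samples, 7 were at least 0.6 higher and 2 lower on the array labelled *sec59-1∆*, with a median of 1.17. These are long genes, with a median coding length of 3456 bases, and with length removed the median was 0.38 (percentile 71.8 against 98.9); *NEO1* then had 0.38.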

The *GIT1* encodes a permease, which is involved in uptake of glycerophosphoinositol and glycerophosphocholine^11,12^, and its expression was up-regulated ∼2.5 fold in our study. 

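*GIT1* (YCR098C, chromosome III from 297049 to 298605), the permease of glycerophosphodiesters, was 5.21-fold higher on the array labelled *sec59-1∆*. Its log2 ratio was 2.38 ± 0.24.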

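*GDE1* (YPL110C, chromosome XVI from 341068 to 344739) had a log2 ratio of 0.73 ± 0.095 on the array labelled *sec59-1∆* against the wild-type array, and fell under 0.6 when the arrays were scaled by their medians. It codes for a long protein, and with coding length removed its ratio was -0.27.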

The *GDE1* (glycerophosphocholine phosphodiesterase) hydrolyzes the GPC to form choline and glycerol phosphate and its expression was up-regulated. The *DNF1* and *DNF2* involved in the transport of PC, PS, and PE from extracellular to maintain the amino-phospholipid asymmetry and their expression was significantly increased in the *sec591-Δ* cell (Fig. 3C). 

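At the plasma membrane, the flippase gene *DNF1* had a log2 ratio of 1.33 ± 0.18 and *DNF2* one of 0.77 ± 0.11, both higher on the array labelled *sec59-1∆*. With quantile normalization *DNF2* fell under 0.6. Both are long, and once coding length was removed *DNF1* stood at 0.33 and *DNF2* at -0.23.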

The *SEC14* involved in the transport and regulation of PC, and PI homeostasis and its expression was also up-regulated. The expression of *NEO1* (putative aminophospholipid translocase) was significantly up-regulated and is known to be involved in the phospholipid asymmetry of plasma membrane.

The inositol, inositol phosphate, and inositol-containing phospholipids are signaling molecules required for the synthesis of phospholipid and complex sphingolipids. In the *sec59-1∆* cell, the *INO1* (Inositol 3-phosphate synthase) gene was up-regulated, whereas the *OPI1* (Negative regulator of phospholipid synthesis) was significantly down regulated. 

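*INO1* (YJL153C, chromosome X from 134332 to 135933), which makes inositol 3-phosphate from glucose 6-phosphate, was 7.51-fold higher on the array labelled *sec59-1∆*, with a log2 ratio of 2.91 ± 0.084. *OPI1*, the repressor of *INO1* and other phospholipid genes, was lower at -0.98 ± 0.057. The activators of the same genes, *INO2* and *INO4*, were lower too, at -1.01 ± 0.10 and -0.74 ± 0.080.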

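*SAC1*, for a phosphoinositide phosphatase of the ER and Golgi, was higher on the array labelled *sec59-1∆* with a log2 ratio of 1.45 ± 0.17. *CST26*, an acyltransferase that places stearate on phosphatidylinositol, was lower at -1.25 ± 0.15.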

The *PIS1* (phosphatidyl inositol synthase) gene was up-regulated, and the expression of phosphatidylinositol phosphate phosphatases (*INP52, INP53*, and *SAC1)* were significantly increased, whereas the *CST26* gene (LPI acyltransferase) was down regulated. 

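*PIS1*, the phosphatidylinositol synthase gene, had a log2 ratio of 0.69 ± 0.18, and the synaptojanin-like phosphatase genes *INP52* and *INP53* had 1.7 ± 0.19 and 1.48 ± 0.11. Log2 ratios are compared here, since signals of different probes on a single array do not rank transcripts. *PIS1* fell under 0.6 when the arrays were scaled by their medians. Over the 5 phosphatidylinositol genes the paper names on these samples, the median was 1.45 and, with coding length removed, 0.94.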

The expression levels of *INP52* and *INP53* were higher than *PIS1* in the *sec59-1∆* cell (Fig. 3C). These results suggest that *SEC59* mediated glycosylation is required for phospholipid homeostasis and turnover in *S. cerevisiae*.

### SEC59 plays a crucial role in sterol metabolism

The endoplasmic reticulum is a main site for sterol synthesis. Sterol homeostasis is regulated by ER-localized sensors at the transcriptional and post-transcriptional level^13^. Sterol is essential for the viability of eukaryotic cells and membrane integrity but the accumulation of sterol is detrimental to membrane function^14^. Sterol is synthesized through a complicated pathway involves about ∼30 Erg proteins. In the *sec59-1*∆ cell, sterol levels were increased by ∼2.0 fold, ∼4.0 fold and ∼8.0 fold at 24, 36 and 48 h, respectively (Fig. 4B). 

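Nearly the whole ergosterol pathway was higher on the array labelled *sec59-1∆*. Of 23 textbook genes of the pathway, 20 were at least 0.6 higher, none was lower and 3 lay between, with a median log2 ratio of 1.74; the random lists held 95% of their medians between -0.46 and 0.51. In the mevalonate part, *ERG13*, the HMG-CoA synthase, had 2.5 ± 0.14, *ERG10* 1.31, *ERG12* 1.2, *ERG8* 1.00 and *MVD1* (written *MDV1*, and *ERG19* in Fig. 5B) 1.8. In the late part, *ERG5*, the C-22 desaturase, and *ERG6*, the C-24 methyltransferase, had the highest values at 3.11 ± 0.19 and 2.53 ± 0.074. The C-4 demethylation genes *ERG25*, *ERG26*, *ERG27* and *ERG28* stood at 2.42, 2.07, 1.85 and 2.49. Squalene epoxidase *ERG1* had 2.24 ± 0.11, while *ERG9*, *ERG7* and *ERG11*, for squalene synthase, lanosterol synthase and the C-14 demethylase, lay lower at 0.90, 0.90 and 0.92. The 21 different genes the paper names, chosen on these samples and so not independent evidence, were all at least 0.6 higher. All of them except *MCR1* are members of the textbook list too. *ERG3* (-0.13) and *IDI1* (-0.0051), which the paper does not name among them, lay between. The list median with coding length removed was 1.75.

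**Figure D3:**
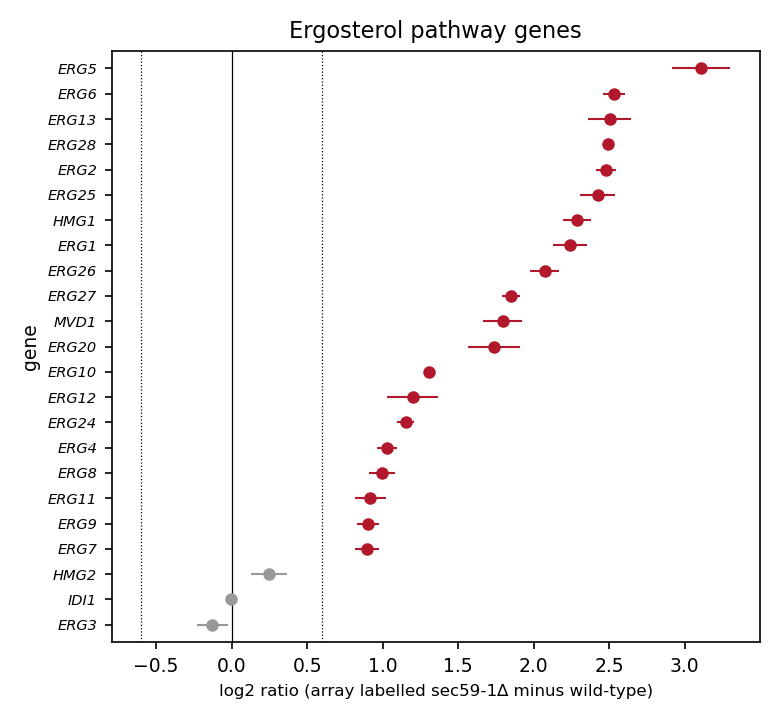
Log2 ratio (the array labelled *sec59-1∆* minus wild-type) of each of the 23 ergosterol pathway genes, with the SD between spots as bars and the threshold of 0.6 as dotted lines. 20 genes lie to the right of the threshold, from *ERG5* downwards, and 3 lie between.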

From the sterol metabolism, 23-genes involved in sterol synthesis were upregulated (*HMG1, ERG1, ERG2, ERG5, ERG6, ERG9, ERG11*, *ERG13, ERG25,ERG28, ERG20, ERG26, ERG27, ERG28, MDV1, ERG4, ERG7, ERG8, ERG9, ERG10, ERG11, ERG12, MCR1*, and *ERG24*) in *sec59-1∆* strain when compared with the wild-type (Fig. 5B). The sterol regulatory element binding proteins (Upc2p and Ecm22p) regulate the sterol biosynthetic genes (*ERG2, ERG3*) and *SIP2* is a negative regulator of sterol synthesis. In the *sec59-1∆* cell, the *ERG2* gene expression was up-regulated, whereas the *ECM22* and *SIP2* were down regulated.

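The sterol isomerase gene *ERG2* (YMR202W, chromosome XIII from 667537 to 668205) was 5.57-fold higher on the array labelled *sec59-1∆* (log2 ratio 2.48 ± 0.065). *ECM22*, an activator of sterol genes, was lower at -1.14 ± 0.11, as was *SIP2*, a subunit of the Snf1 kinase, at -0.79 ± 0.020, which came to -0.54 with coding length removed.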

**Figure 4:**
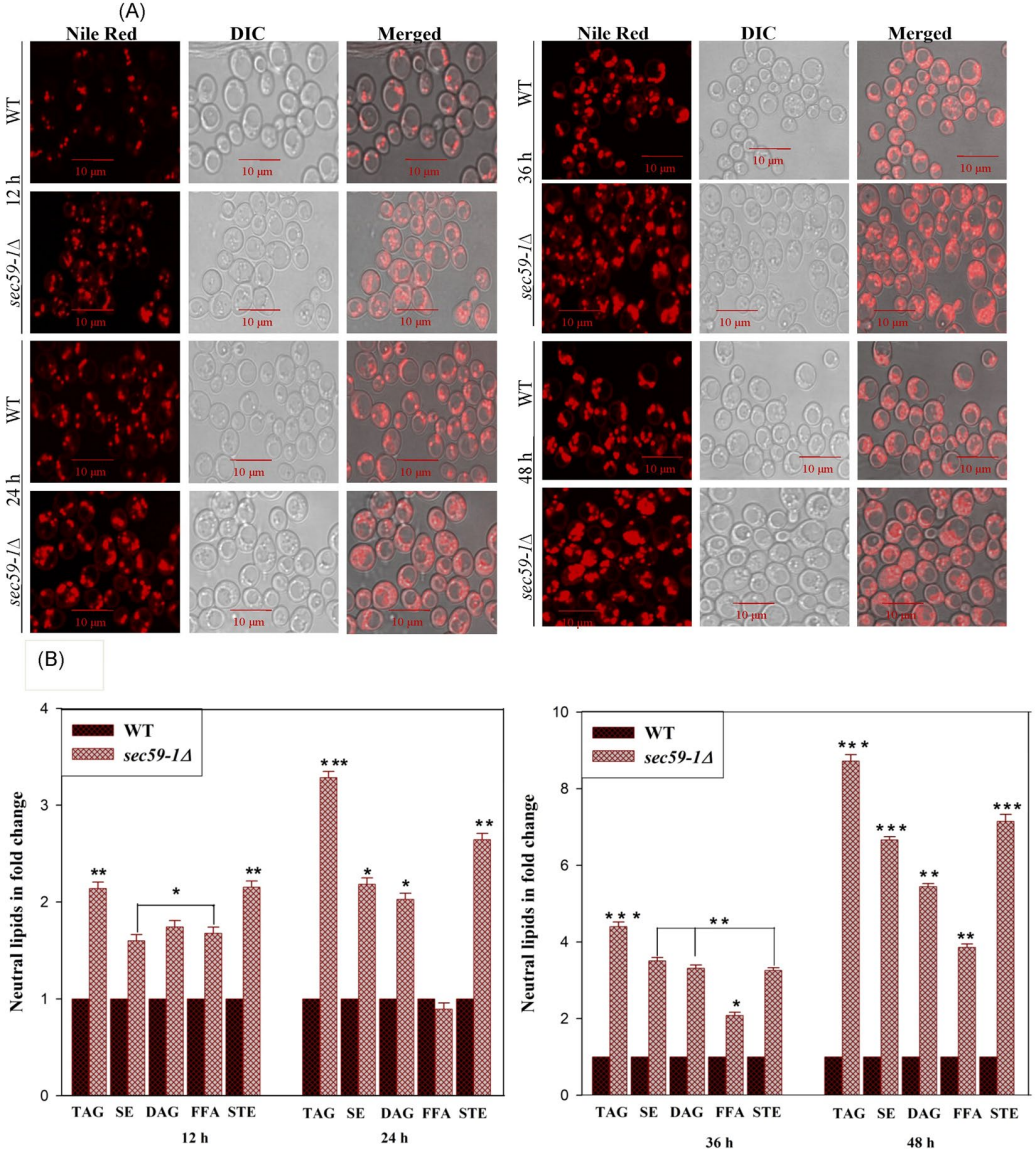
Time dependent LD staining in wild-type and *sec59-1∆* cells. (**A**) The wild-type and *sec59-1*∆ cells were grown in YPD medium at 30 °C. Cells were collected in every 12 h intervals and stained with Nile Red as described in the methods section. Fluorescence imaging was performed on a confocal microscope (LSM 710-Zeiss) equipped with a 100×/1.40 oil objective and an AxioCam MRM camera (Zeiss). Bar, 10 μm. (**B**) Time-dependent study of the neutral lipids. The wild-type and *sec59-1*∆ cells were grown in YPD medium at 30 °C. Equal amounts of cells were harvested in a time-dependent manner (12 h to 48 h), lipids were extracted and the individual lipids were separated by TLC and quantified by densitometry scanning as described in the methods section. The wild-type cells at different time intervals were compared with their respective *sec59-1*∆ cell and the data represents the mean ± SD (*P < 0.05, **P < 0.01, and ***P < 0.001) of triplicates from three separate experiments.

**Figure 5:**
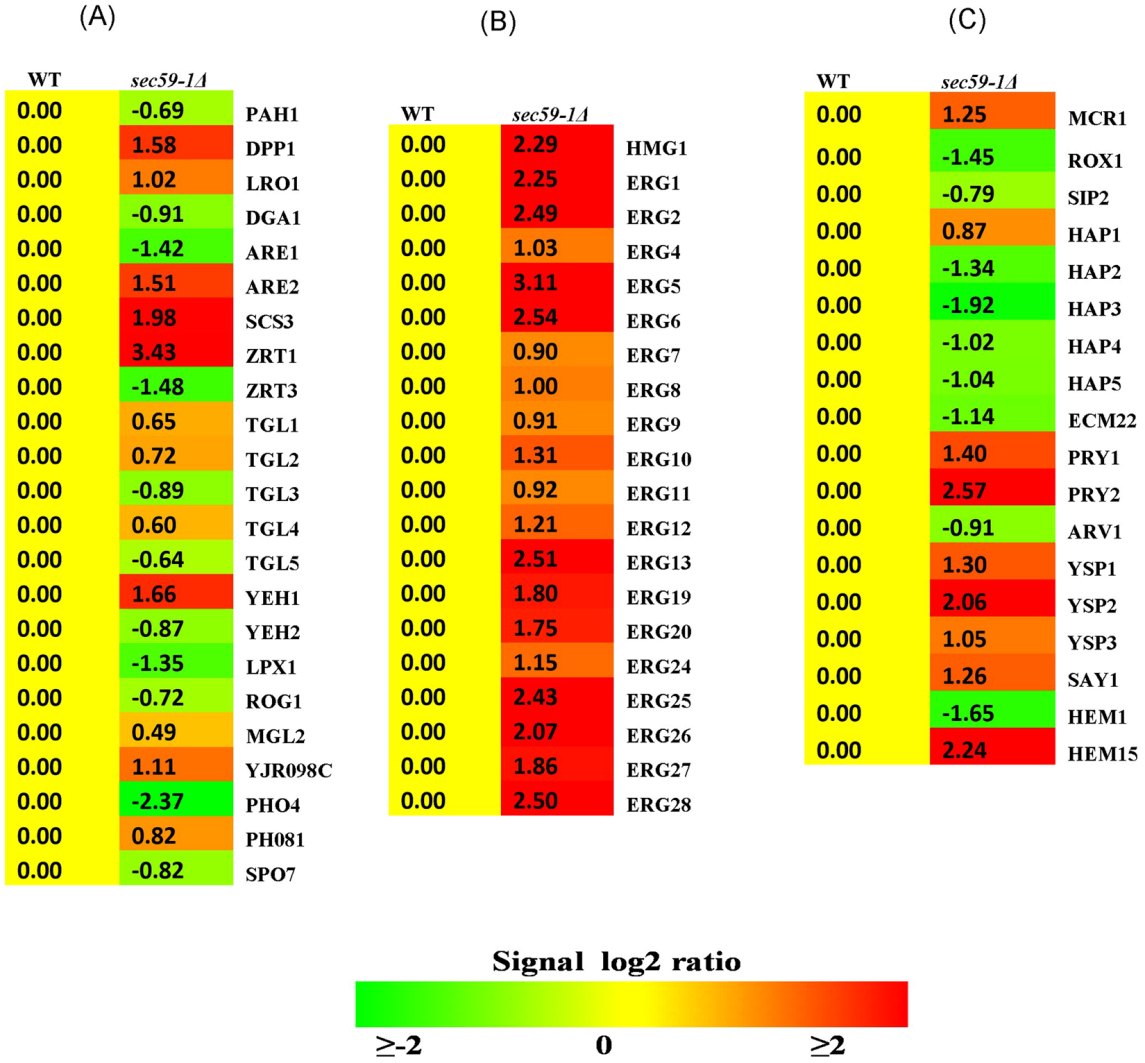
(**A**) Microarray expression of genes involved in the neutral lipid metabolism and sterol metabolism. The microarray gene expression data were analyzed and expressed in fold change expression values are provided as log base 2. From the fold changes values greater than 0.6 fold is statistically significant (*p < 0.05).

In *S. cerevisiae*, six proteins with the StART (steroidogenic acute regulatory protein-related lipid transfer) like domain (*YSP1, YSP2, SIP3, LAM4, LAM5*, and *LAM6)* are involved in transport of sterol from plasma membrane to ER and conserved in eukaryotes^15^. The expression of *YSP1, YSP2*, and *SIP3* were elevated; whereas the *LAM4, LAM5*, and *LAM6* were not altered in the *sec59-1*∆ cell (Fig. 5C). 

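The genes of sterol transport with a StART-like domain split into higher and between. *YSP2* had a log2 ratio of 2.05 ± 0.083, *YSP1* of 1.29 ± 0.064 and *SIP3* of 0.82 ± 0.094, and *LAM4*, *LAM5* and *LAM6* had -0.23 ± 0.023, 0.26 ± 0.16 and -0.28 ± 0.049 on the array labelled *sec59-1∆* against the wild-type array. The genes of this list are long, with a median coding length of 3688.5 bases. With coding length removed, *YSP2* stood at 1.05, *YSP1* at 0.29 and *SIP3* at -0.18. The median of the whole list, 0.54 before, was then -0.010.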

The accumulation of sterol in the ER induces ER stress, influences protein misfolding, and activates sterol acetylation. 

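*PRY1* and *PRY2*, which encode secreted sterol-binding proteins, had log2 ratios of 1.39 ± 0.19 and 2.57 ± 0.057 on the array labelled *sec59-1∆* against the wild-type array. *SAY1*, the sterol deacetylase of the ER, had 1.26 ± 0.043.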

The *PRY1*, *PRY2*, and *SAY1* were involved in the export of the acetylated sterol and were up-regulated.

Heme plays a central role in the transcriptional regulation of the genes involved in sterol homeostasis^16,17^, and are also required for enzyme activity of Erg3p (C-5 sterol desaturase), and Erg5p^18^. 

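Heme synthesis genes had no common direction on the array labelled *sec59-1∆*. *HEM1*, for the first step, was lower with a log2 ratio of -1.65 ± 0.070, and *HEM15*, for the last step, was higher at 2.23 ± 0.11. Of 8 heme synthesis genes, the others lay between the thresholds, for example *HEM2* (-0.12) and *HEM4* (0.51), and the list median was 0.13 (percentile 57). The subunits of the Hap complex, an activator of respiratory genes, were lower: *HAP2* at -1.34 ± 0.22, *HAP3* at -1.93 ± 0.15, *HAP4* at -1.03 and *HAP5* at -1.04.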

The expression of *HEM1* and its transcription regulators (*HAP2* and *HAP3*) were significantly reduced, whereas *HEM15* (ferrochelatase) was elevated in the *sec59-1∆* cell (Fig. 5C). The 5-aminolevulinate synthase (*HEM1)* is involved in heme biosynthesis and is homologous to human ALAS2, and its mutation causes X-linked sideroblastic anemia. 

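*HAP1*, the heme-responsive activator, had a log2 ratio of 0.86 ± 0.0053, and *ROX1*, the repressor of hypoxic genes, one of -1.45 ± 0.13 on the array labelled *sec59-1∆* against the wild-type array. *HAP1* came to -0.14 with coding length removed. Hypoxic and anaerobic genes, which Rox1p represses in part, had a median of 0.17 over 23 genes, 7 higher and 5 lower (percentile 59.1), with *CYC7* (2.5) and *DAN4* (2.01) the highest and *SUT1* (-2.68) the lowest.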

The transcription factor *HAP1* was up-regulated, whereas the *ROX1* (oxygen responsive repressor) was down regulated (Fig. 5C). The transcription factor Hap1p positively regulates the *ERG11* and negatively regulates the Rox1p. 

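Of the paralogs for HMG-CoA reductase, the rate-limiting enzyme of the mevalonate pathway, *HMG1* was 4.88-fold higher on the array labelled *sec59-1∆*, with a log2 ratio of 2.29 ± 0.090. *HMG2* lay between the thresholds at 0.25 ± 0.12. *HMG1* (YML075C) lies on chromosome XIII from 115734 to 118898; with coding length removed its ratio was 1.75.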

The *HMG1* (HMG-CoA reductase) expression was significantly increased, and *HMG2* was not altered in the *sec59-1∆* cell. Finally, the over-expression of YEp352-*SEC59* in *sec59-1∆* strain restored the sterol levels as in the wild-type (Fig. 6B). These results suggest that *SEC59* is involved in the sterol homeostasis.

**Figure 6:**
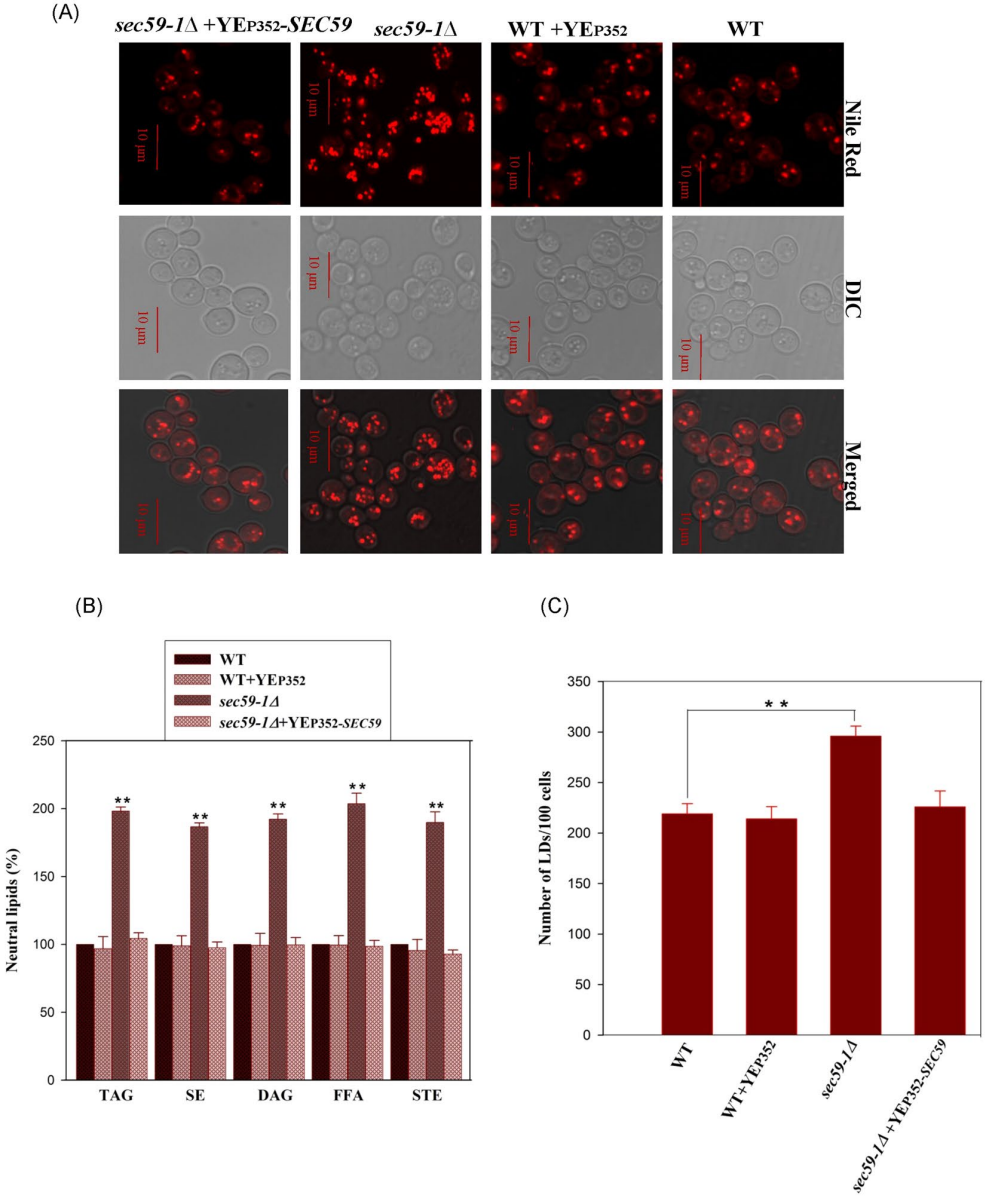
Overexpression of YEp352-*SEC59* in *sec59-1*∆ cell rescues the neutral lipids and LD numbers. (**A**) The wild-type, wild + YEp352, and *sec59-1*∆ + YEp352-*SEC59* cells were grown in SC or SC-U medium at 30 °C up to mid-log phase, and stained with Nile Red as described in the methods section. Fluorescence imaging was performed on confocal microscope (LSM 710-Zeiss) equipped with a 100×/1.40 oil objective and an AxioCam MRM camera (Zeiss). Bar, 10 μm. (**B**) The wild-type, wild + YEp352, and *sec59-1*∆ + YEp352-*SEC59* cells were grown in SC or SC- U medium at 30 °C. Equal amount of cells were harvested in mid-log phase, lipids were extracted and the individual lipids were separated by TLC and quantified by densitometry scanning as described in the methods section. (**C**) We analyzed 50 fields for each sample and counted the LD numbers, and the values are expressed per 100 cells. The wild-type cell lipids were compared to *sec59-1*∆ cell and the data represents the mean ± SD (*P < 0.05, **P < 0.01, and ***P < 0.001) of triplicates from three separate experiments.

### Defect in *SEC59* disrupts storage lipid homeostasis

The non-polar lipids TAG and SE are the energy reservoirs, and are stored as LD, which is surrounded by the phospholipid monolayer. The TAG is also required for membrane lipid synthesis. In the *sec59-1* deletion strain, TAG (183%) and SE (178%) were increased, and subsequently, 1, 2-DAG, 1, 3-DAG, and free fatty acids (FFA) were also accumulated (Fig. 4B). The LD number and size were also significantly increased when compared to wild-type. The time-lapse study also showed that TAG, SE, and the LD number drastically increased in the *sec59-1∆* strain (Fig. 4A,B), and subsequently, DAG, free fatty acids and sterol levels were also massively elevated when compared to wild type (Fig. 4B). The overexpression of YEp352-*SEC59* in the *sec59-1∆* cell restored the neutral lipids (TAG, SE, DAG, and STE), LDs, and FFA as in wild-type (Fig. 6A–C). These results strongly reveal that Sec59p is involved indirectly in neutral lipid homeostasis and LD maintenance. The major LD component TAG is synthesized by diacylglycerol acyltransferase (*DGA1*) and lecithin cholesterol acyltransferase [*LCAT/LRO1*]^19,20^. In the *sec59-1∆* cell, the *DGA1* expression was significantly reduced whereas *LRO1* and *YJR098C* expression were elevated. 

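Acyltransferases that make triacylglycerol differed in direction. *DGA1*, which uses acyl-CoA, was lower on the array labelled *sec59-1∆* with a log2 ratio of -0.92 ± 0.15, and *LRO1*, which takes the acyl group from a phospholipid, was higher at 1.01 ± 0.22. *YJR098C* had 1.1 ± 0.14. As a list, 8 genes of TAG and steryl ester synthesis had a median of -0.22 (percentile 22.5), with 3 higher and 3 lower.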

*YJR098C* has lecithin cholesterol acyltransferase (LCAT) motif (Accession ID: PF02450) but with an uncharacterized *ORF* and also could account for TAG accumulation in the *sec59-1∆* cell (Fig. 5A). The TAG and lipid droplets are also involved in synthesis of membrane lipids and act as an energy source during starvation, and are hydrolyzed by TAG lipases. 

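Lipase genes of the lipid droplet went both ways on the array labelled *sec59-1∆*. *TGL3*, the main TAG lipase, had a log2 ratio of -0.89 ± 0.15, *TGL5* of -0.65 ± 0.12 and the peroxisomal *LPX1* of -1.36 ± 0.071. *TGL2*, a mitochondrial lipase, stood at 0.71 ± 0.14, and *TGL4* at 0.59 ± 0.13, just under the threshold. *TGL2* fell under 0.6 when the arrays were scaled by their medians, and *TGL5* lay between from the higher-numbered spot. Over 11 lipases of TAG, steryl esters and monoacylglycerol, 3 were at least 0.6 higher and 5 lower, with a median of 0.14 (percentile 55.9).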

The major TAG lipases, *TGL3, TGL5*, and *LPX1* (peroxisomal TAG lipase) were down regulated whereas as the minor lipases (*TGL2* and *TGL4*) were up-regulated in the *sec59-1∆* cell when compared to the wild-type (Fig. 5A). Another major lipid droplet component is SE, which is synthesized by sterol esterification through the enzyme acyl-CoA: sterol acyltransferases (Are1p & Are2p)^21^. The *ARE1* expression was down regulated, whereas *ARE2* expression was up-regulated when compared to the wild-type. 

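The sterol acyltransferase genes, which esterify sterols for storage, were apart. *ARE1* (YCR048W, chromosome III from 211929 to 213761) was lower on the array labelled *sec59-1∆* with a log2 ratio of -1.42 ± 0.071, and *ARE2* (YNR019W, chromosome XIV from 665339 to 667267) was higher at 1.51 ± 0.12.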

The SE is mainly synthesized through the Are2p (oxygen-dependent sterol esterification), and is hydrolyzed by *YEH1* and *YEH2*^22^. 

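Of the steryl ester hydrolase genes, *YEH1* had a log2 ratio of 1.65 ± 0.15 (YLL012W, chromosome XII from 125534 to 127255) and *YEH2* one of -0.87 ± 0.090 (YLR020C, chromosome XII from 181789 to 183405). *YEH1* was therefore higher and *YEH2* lower on the array labelled *sec59-1∆*. *TGL1* was higher at 0.65 ± 0.11 and fell under 0.6 when the arrays were scaled by their medians.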

In the *sec59-1∆* cell, the *YEH1* gene was down regulated whereas the *TGL1* and *YEH2* were up-regulated (Fig. 5A). However, the major MAG lipase *YJU3* was not altered but there was repression of MAG lipase *ROG1* whereas the expression of *MGL2* (MAG lipase) was slightly increased in the *sec59-1Δ* compared to the wild-type. These results strongly suggest that, dolichol kinase dependent protein glycosylation defect dysregulates non-polar lipid metabolism.

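*YJU3*, the main monoacylglycerol lipase, lay between the thresholds with a log2 ratio of 0.14 ± 0.091. *ROG1* was lower on the array labelled *sec59-1∆* at -0.72 ± 0.10, and *MGL2* stood at 0.48 ± 0.082, under the threshold of 0.6.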

### SEC59 mutation affects lipid phosphatases and their gene regulation

In *S. cerevisiae*, five lipid phosphatases (*PAH1, DPP1, LPP1, APP1*, and *PHM8)* are involved in the DAG synthesis. The *PAH1* encodes a major Mg^2+^ dependent phosphatidate phosphatase (PA), which dephosphorylates PA to yield DAG and is involved in *de-novo* synthesis of TAG, and LD^23–25^. In the *sec59-1∆* cell, the expression of *DPP1* was significantly increased, and *PHM8* was slightly increased whereas the *PAH1* expression was significantly reduced, and there were no changes observed in *LPP1* and *APP1* expression. 

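Phosphatase genes for phosphatidate and related lipids had no common direction. *DPP1*, a vacuolar phosphatase regulated by zinc, was higher on the array labelled *sec59-1∆* with a log2 ratio of 1.58 ± 0.087. *PAH1*, the phosphatidate phosphatase that feeds TAG synthesis, was lower at -0.70 ± 0.054, and its regulator *SPO7* stood at -0.83 ± 0.11. *PHM8*, *LPP1* and *APP1* lay between the thresholds at 0.45 ± 0.042, -0.11 ± 0.16 and -0.33 ± 0.13.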

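*ZRT1*, the high-affinity zinc transporter of the plasma membrane, was 10.7-fold higher on the array labelled *sec59-1∆* (log2 ratio 3.42 ± 0.14). *ZRT3*, which exports zinc from the vacuole, was lower at -1.48 ± 0.039. The zinc regulon as a list went both ways, with 4 of 15 genes higher, 5 lower and a median of 0.094 (percentile 49.8).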

The *ZRT1* (Zinc transporter) was up-regulated, whereas the *ZRT3* was down regulated, which led to defect in the transport of zinc from the vacuole to cytoplasm (Fig. 5A). 

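*PHO4*, the activator of phosphate genes, had a log2 ratio of -2.37 ± 0.11, lower on the array labelled *sec59-1∆*, and *PHO81*, the inhibitor of the Pho80-Pho85 kinase, had 0.82 ± 0.060 (-0.18 with coding length removed). In the phosphate regulon 8 of 18 genes were at least 0.6 higher and 4 lower, with a median of 0.50 (percentile 93.3) that came to 0.057 with coding length removed. *PHO12*, an acid phosphatase, stood at 1.15 and *PHO86*, an ER protein for phosphate transporter export, at -0.96.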

The *PHO4* (transcription factor of phm8) was repressed, but the *PHM8* expression was slightly increased in the *sec59-1* deletion strain when compared to the wild-type. The zinc dependent vacuolar PA phosphatase (*DPP1*) and magnesium dependent LPA phosphatase (Phm8p) provides a substrate for the TAG formation in the *sec59-1∆* cell.

### Effect of protein glycosylation defect on fatty acids of membrane and storage lipids

In the *sec59-1∆* cell, both phospholipids and neutral lipids were increased. In order to investigate the influence of protein glycosylation defect on fatty acids, we subjected the individual phospholipids (PC, PE, PI, and PS) and neutral lipids (DAG, TAG, and SE) to Gas chromatography/Mass spectrometry (GC/MS) analysis (Fig. 6B).

In the *sec59-1∆* cell, palmitoleic acid (C16:1) and oleic acid (C18:1) level were predominantly increased, whereas palmitic acid (C16:0) and C18:0 (Stearic acid) levels were reduced in PC, PE, and PI. In the PS, C16:1, C18:1, and C18:0 were increased but C16:0 was not altered in the sec59*-1*∆ cell when compared to the wild-type (Fig. 7B). In the non-polar lipid, the C16:1 and C18:1 levels were increased whereas the C16:0 and C18:0 were decreased in TAG, DAG, and SE of the *sec59-1∆* compared to the wild-type (Fig. 7D). There was a shift towards the un-saturation of fatty acids in the phospholipids and neutral lipids during the protein glycosylation defect in the *sec59*-1∆ when compared to wild type cell.

**Figure 7:**
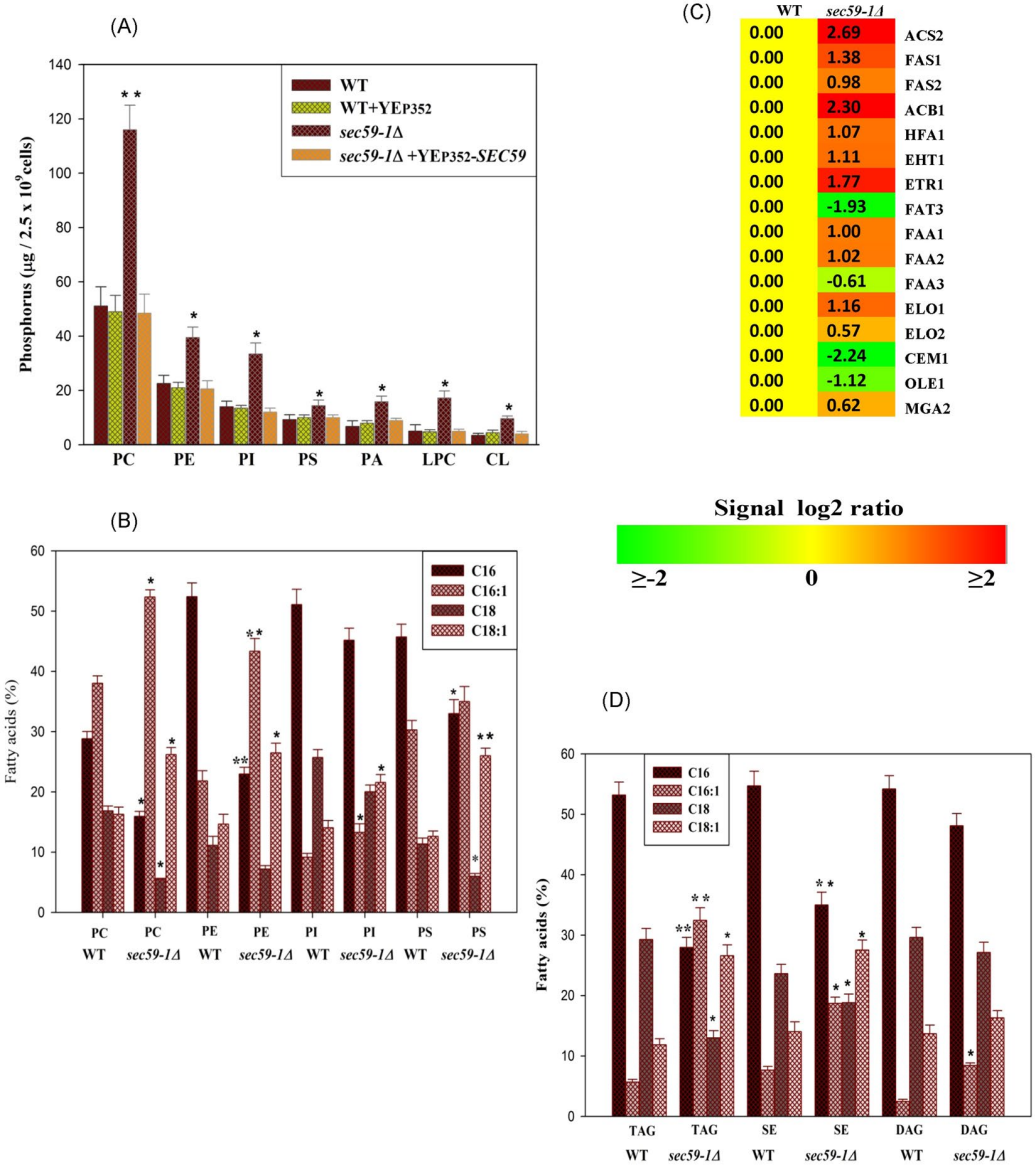
Quantification of phospholipids in wild-type and YEp352-*SEC59* overexpressed cells. (**A**) Wild-type, wild + YEp352, *sec59-1∆* and *sec591-1∆* + YEp352-*SEC59* cells were grown in SC or SC-U medium at 30 °C up to mid-log phase. Equal amount of cells was collected, lipid extracted and phospholipid separated by two-dimensional TLC and quantified, as described in the methods section. The data represents the mean ± SD (*P < 0.05 and **P < 0.01) of triplicates from three separate experiments. (**B,D**) GC/MS. Fatty acid analysis in membrane lipid & storage lipids. The wild-type and *sec59-1∆* cells were grown in YPD medium at 30 °C until mid-log phase. Equal amount of cells was collected, lipid extracted, and the individual phospholipids and neutral lipids separated by TLC and re-extracted from the silica gel with chloroform/methanol (2:1, v/v) then subjected to methanolysis using BF3/methanol for the conversion of methyl esters. Fatty acid methyl esters were quantified by gas chromatography mass spectrometry (GC/MS), as described in the methods section. The data represents the mean ± SD (*P < 0.05 and **P < 0.01) of triplicates from three separate experiments. (**C**) Microarray, expression of genes involved in the fatty acid metabolism.

The microarray results revealed that the genes involved in fatty acid synthesis, elongation, and the regulatory genes were up-regulated (Fig. 7C). Moreover, 13 genes (*ACS2, FAS1, FAS2, ELO1, FAA1, FAA2, ETR1, EHT1, HFA1, TES1*, and *ACB1*) were up-regulated, whereas only four genes (*OLE1, CEM1, FAA3*, and *FAT3*) were down regulated in the *sec59*-1∆ cell (Fig. 7C).

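Fatty acid synthesis genes were higher on the array labelled *sec59-1∆* as a list. Of 14 genes of fatty acid synthesis and elongation, 8 were at least 0.6 higher, 1 was lower and 5 lay between, with a median log2 ratio of 0.98 (percentile 99.8). *ACS2*, the acetyl-CoA synthetase, and *ACB1*, the acyl-CoA binding protein, had the highest values at 2.69 ± 0.080 and 2.3 ± 0.10. Elongase *ELO1* stood at 1.16 ± 0.045, *ELO2* at 0.56 ± 0.12, under the threshold, and *MGA2*, an activator of *OLE1*, at 0.62 ± 0.14, which fell under 0.6 in each scaling alternative. With coding length removed, the list median was 0.57 (percentile 96.3).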

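The subunits of fatty acid synthase, *FAS1* and *FAS2*, had log2 ratios of 1.37 ± 0.090 and 0.97 ± 0.12 on the array labelled *sec59-1∆* against the wild-type array; both genes are long, and with coding length removed they stood at 0.37 and -0.028, and *HFA1* at 0.066. Mitochondrial *ETR1* and *HFA1*, of enoyl reduction and malonyl-CoA synthesis, had 1.77 ± 0.21 and 1.07 ± 0.032, and *EHT1*, for ethyl ester synthesis, 1.11 ± 0.17. The acyl-CoA synthetases split: *FAA1* at 0.99 and *FAA2* at 1.02 were higher, *FAA3* at -0.61 was lower, though it lay between with normexp (-0.46), with the median of spots and from the lower-numbered spot. *CEM1*, the mitochondrial ketoacyl synthase, and *FAT3*, of fatty acid uptake, were lower at -2.24 ± 0.18 and -1.93 ± 0.062. *OLE1* has no value here, since all 3 of its spots on the wild-type array carried an outlier flag. Of the 14 genes with a value that the paper names on these samples, 11 were at least 0.6 higher and 3 lower; the choice makes the count no independent evidence.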

The shift towards more unsaturated membrane lipids in the *sec59-1*∆ cell would be accompanied

by major rearrangements in lipid classes for maintaining membrane shape and fluidity during the glycosylation defects.

### *SEC59-1* mutation attenuates peroxisome biogenesis

In the *sec59-1∆* cell, free fatty acid, neutral lipids (TAG and SE), and LDs were increased, in order to elucidate the impact of *SEC59* defect on peroxisome biogenesis. Peroxisomes plays a crucial role in β-oxidation of fatty acids^26^ and 32 genes (peroxins) have been involved in peroxisome biogenesis^27,28^. The Pex3p is a peroxisomal membrane protein and highly conserved from yeast to mammalian system that regulates peroxisome dynamics and peroxisome biogenesis by interacting with Pex19p^29^. 

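Peroxin genes, which build peroxisomes and import their proteins, were lower on the array labelled *sec59-1∆* or lay between, apart from *PEX1*. Of 27 peroxin genes in all, 14 were at least 0.6 lower, 1 was higher and 12 lay between, with a median log2 ratio of -0.61 (percentile 0.165 of the random lists). The docking and ubiquitin-anchor genes *PEX13* and *PEX22* had the lowest values, -1.86 ± 0.067 and -1.82 ± 0.093. *PEX3* and *PEX19*, which place membrane proteins, stood at -1.4 ± 0.095 and -1.58 ± 0.068, and the ring-finger genes *PEX2* and *PEX10* at -1.29 and -1.44. *PEX28* had -1.13, *PEX14* -0.87, *PEX5*, the receptor of the main import signal, -0.71, and *PEX15* -0.69; *PEX4* and *PEX18*, at -0.64 and -0.61, stood close to the threshold. *PEX1*, an AAA ATPase of receptor export, was higher at 1.09 ± 0.054, and its partner *PEX6* had 0.22 ± 0.10. *PEX7*, *PEX8*, *PEX11*, *PEX12*, *PEX17*, *PEX21*, *PEX27* and *PEX29* lay between, from -0.49 for *PEX7* to 0.55 for *PEX27*. When the arrays were scaled by their medians, *PEX7* was at least 0.6 lower. The paper chose its 22 genes on these samples, and all are among the 27. Of the 22, 12 were lower and 1 higher. With coding length removed, the list median was -0.40 (percentile 2.13) and *PEX1*, a long gene, stood at 0.54.

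**Figure D4:**
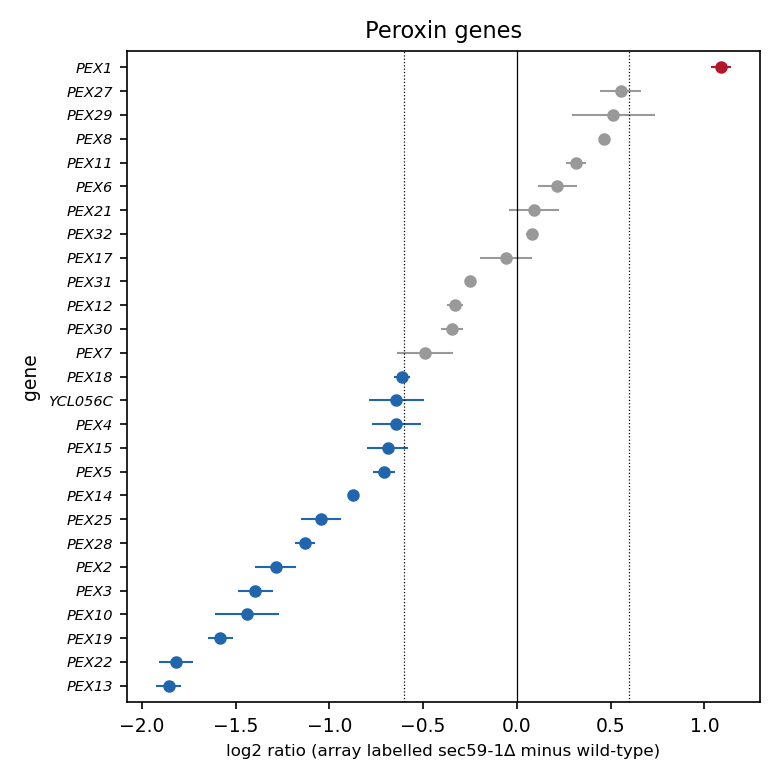
Log2 ratio (the array labelled *sec59-1∆* minus wild-type) of each of the 27 peroxin genes, with the SD between spots as bars and the threshold of 0.6 as dotted lines. 14 genes lie to the left of the threshold, 12 between and *PEX1* to the right; *PEX34* is shown by its systematic name.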

The microarray results showed that more than 12 major “peroxin” genes (*PEX2, PEX3, PEX4, PEX5, PEX19, PEX10, PEX13, PEX14, PEX15, PEX18, PEX22*, and *PEX28*) were down regulated whereas only *PEX1* was up-regulated, and rest of the peroxin genes (*PEX6, PEX7, PEX8, PEX11, PEX12, PEX17, PEX21, PEX27*, and *PEX29*) were not significantly altered in the *sec59-1∆* cell (Fig. 8B,C). The peroxisome biogenesis defect was further confirmed using PEX3-EGFP (enhanced green fluorescence protein) overexpression. The biogenesis and maintenance of peroxisomes from ER-derived membrane components required Pex3p, which is independent of the oleic acid induced peroxisome biogenesis and proliferation^30,31^. In the *sec59-1Δ* cell, discrete punctate of Pex3-EGFP was reduced in the peroxisomal structures whereas the large and puncta peroxisome structure was observed in wild-type (Fig. 8A). The Pex3-EGFP fluorescence was also drastically reduced in the *sec59-1∆* strain. In order to determine if the peroxisome proliferation defect was eventually recovered in the *sec59-1∆* cells we looked at time lapse experiments which showed that the reduced peroxisome size and discrete structure in the *sec59-1∆* cell even at 48 h. The peroxisomes appeared as dispersed and fragmented structures with various sizes at 24 h and 36 h resulting in a dramatic loss of peroxisomes structure and subsequently, PEX3-EGFP moved to vacuoles at 48 h (Fig. 8A). From these results, we can conclude that defect in dolichol kinase plays a major role in peroxisome biogenesis and maintenance.

**Figure 8:**
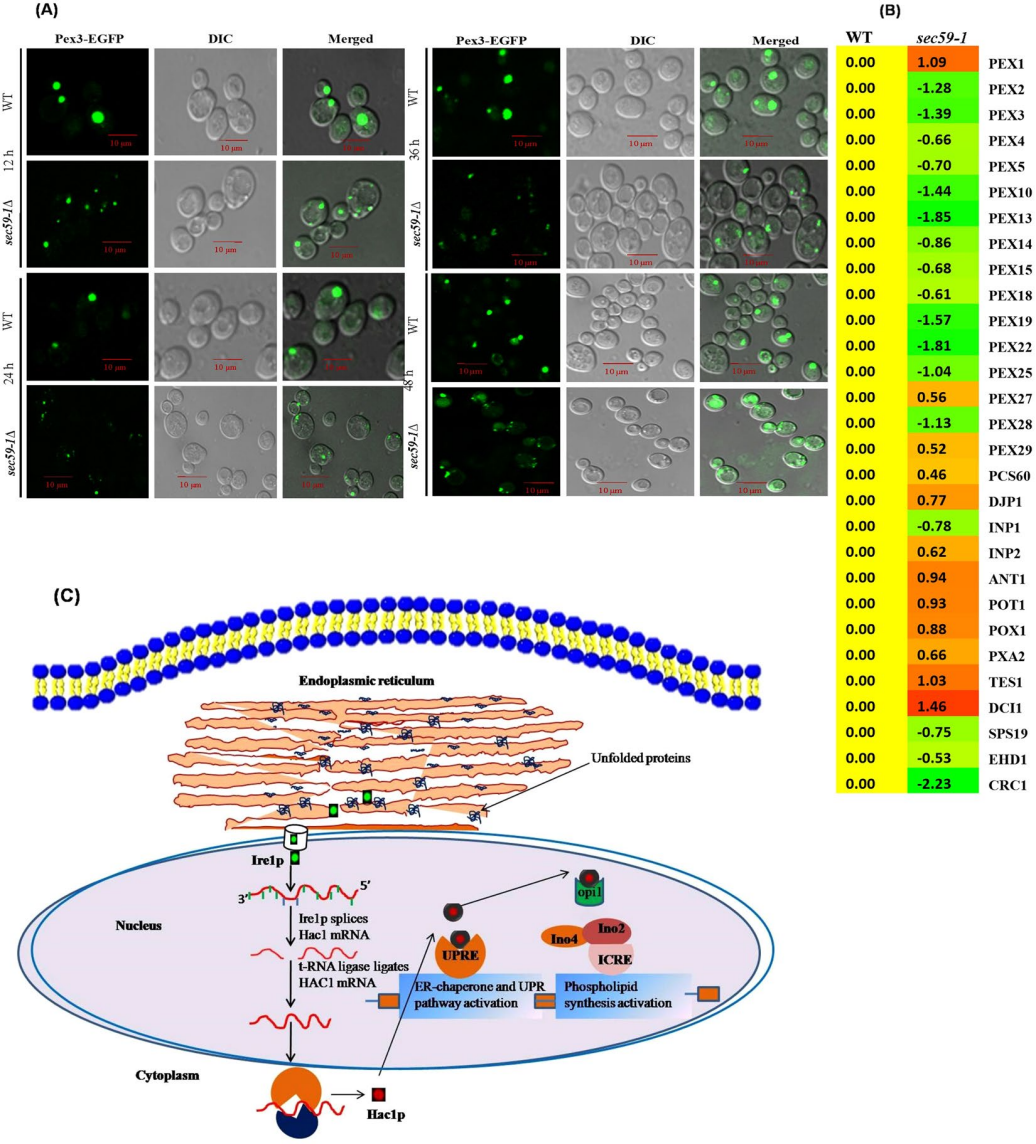
Study of peroxisome biogenesis using the Pex3-EGFP overexpression. (**A**) Wild-type + pIH024-PEX3-EGFP and *sec59-1∆* + pIH024-PEX3-EGFP cells were grown in synthetic complete medium (SC-His) devoid of histidine, harvested in a time-dependent manner (12 h–48 h) at 180 rpm and washed with 1x PBS. Fluorescence imaging was performed on a confocal microscope (LSM 710-Zeiss) equipped with a 100/1.40 oil objective and an AxioCam MRM camera (Zeiss). Bar, 10 μm. (**B**) Microarray, expression of genes involved in the peroxisome biogenesis and beta-oxidation. (**C**) Schematic representation of the mechanism of protein glycosylation defect induced ER stress dysregulates lipid metabolism. During the protein glycosylation defect unfolded proteins accumulated in the ER, inducing the splicing of the transcription factor hac1 through ire1p ribonuclease, thereby inactivating the opi1p negative regulator of lipid synthesis and de-repressing the transcription of phospholipid genes.

## Discussion

The present study reports the link between protein glycosylation and lipid metabolism, and its impact on the ER protein quality control, and peroxisome biogenesis in *S. cerevisiae*. The growth of the *Sec59-1∆* strain was significantly reduced even in permissible temperature compared to wild-type (Figs 1D and S1). During the mutation of Sec59-1, the N-glycosylation of vacuolar carboxypeptidase-Y (CPY) was severely affected, and simultaneously UPR was constitutively induced as an adaptive response to protect the cells from stress. The ER stress was increased as noted by increased expression of Kar2p which could be due to a protein glycosylation defect in the *sec59-1∆* strain (Fig. 2A,B). In the *sec59-1∆* strain, the intra-cellular membrane aggregation and fragmented membrane vesicles were increased (Fig. 1E). This pleiotropic phenotype could be due to a protein glycosylation defect and a similar phenotype has been reported in previous study^32,33^. 

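Targets of the cell wall integrity pathway were higher on the array labelled *sec59-1∆*: of 15 genes, 10 were at least 0.6 higher and 2 lower, with a median log2 ratio of 1.69 (percentile 100). *FKS1*, the glucan synthase, had 3.12 ± 0.044 and *YLR194C*, a wall protein, 3.87 ± 0.085, while *CWP1*, a mannoprotein of the wall, and *RLM1*, the transcription factor of the pathway, had -1.81 ± 0.055 and -0.92 ± 0.066. Other genes of Fig. 1F were the actin-binding *ABP1* at 1.53 and *ABP140* at 1.48, *SKT5* of chitin synthesis at 0.85, and the lower *LRE1* and *RNT1* at -0.90 and -1.82.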

The microarray results revealed that 14 genes involved in cell membrane synthesis, morphology maintenance, and cell wall glycan synthesis were up-regulated in the *sec59-1Δ* cell. Among them the *SCS3* (involved in ER membrane proliferation) was up-regulated whereas *RTN1* (involved in ER membrane integrity and morphogenesis) was down regulated in the *sec59-1∆*strain (Fig. 1F). These results could be attributed to increased ER membrane proliferation, and intercellular membrane vesiculation in the *sec59-1Δ* strain. 

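*SCS3* (YGL126W, chromosome VII from 270997 to 272139), linked to ER membrane and lipid droplet biogenesis, had a log2 ratio of 1.97 ± 0.16. *RTN1* (YDR233C, chromosome IV from 929470 to 930357), a reticulon that shapes ER tubules, had 1.08 ± 0.16. Both were thus at least 0.6 higher on the array labelled *sec59-1∆*.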

The reduced membrane integrity and morphogenesis was depicted by an increases of fluorescence with DiOC6 implying the alteration of plasma membrane in the *sec59-1*Δ cell (Fig. 2E and S1B). To protect the cells from ER stress, the misfolded or unfolded proteins activate UPR as an adaptive response increasing the ER chaperone which could promote refolding of the protein. During the mutation of *Sec59-1*, the ER chaperones and UPR regulatory genes were increased in order to protect the cells from ER stress (Fig. 2D). 

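As a textbook list, ER-associated degradation went both ways on the array labelled *sec59-1∆*: of 19 genes, 7 were at least 0.6 higher, 3 lower and 9 lay between, with a median log2 ratio of 0.31 (percentile 81.6). *HLJ1*, a co-chaperone in the ER membrane, was lower at -1.05 ± 0.11. The proteasome, which degrades the extracted proteins, had a median of -0.32 over 32 genes, with 1 higher and 5 lower (percentile 5.67, and -0.11 at percentile 24.3 with coding length removed); *RPN2* was the higher one at 0.75 (0.20 with coding length removed), and *PRE10* and *RPN8* stood at -0.80 and -0.78.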

Further, there was increased expression of genes involved in the ERAD pathway (*DOA10, DFM1, UBX4, UFD1, HRD3, USA1*, and *DER1*) which can eliminate the misfolded or unfolded proteins from the ER for the cell survival under ER stress.

Apart from the protein synthesis and quality control maintenance, ER plays a major role in synthesis of membrane phospholipids and sterol. Lipid homeostasis is regulated by ER sensors through the transcriptional and post-transcriptional mechanisms^13^. In *S. cerevisiae*, membrane phospholipid and storage lipid classes recruit DAG from the precursor phosphatidic acid (PA). During the exponential growth phase, DAG is predominantly channeled to phospholipid synthesis, and required for membrane formation, cell viability, and growth, whereas the phospholipid biosynthesis is reduced during stationary phase^34^. In contrast, the levels of all major phospholipids (PC, PE, PI, and PS) were significantly increased from mid-log phase to stationary phase in the *sec59-1∆* cell compared to the wild-type (Fig. 3A,B). Also, the microarray results revealed that increased expression of phospholipid genes due to down regulation of negative regulator (*OPI1)* of phospholipid synthesis gene (Fig. 3C). This result supports our previous studies, which suggest that increased phospholipid level in protein glycosylation defect and ER stress phenotype strain^32^. 

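*OPI10* and the oligopeptide transporter gene *OPT2*, drawn in Fig. 3C, had log2 ratios on the array labelled *sec59-1∆* of 1.48 ± 0.12 and 2.38 ± 0.076, and the phospholipase gene *SPO1* 1.65 ± 0.023. *ECT1*, of the CDP-ethanolamine branch, was lower at -0.98 ± 0.050. The phospholipid synthesis list as a whole came to a median of 0.49 with coding length removed.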

The plasma membrane flippase and permease (*GIT1, DNF1*, and *DNF2*) were up-regulated in the *sec59-1∆* cell implying that phospholipid flippases provide the substrates for the CDP-choline and ethanolamine pathway. The derepression of PE-methylation and Kennedy pathway genes could account for the increased phospholipid synthesis in the *sec59-1∆* cell. The increased phospholipid synthesis could be a protective response by increasing the hydrophobic surface of the ER, thereby sequestering misfolded proteins in response to ER stress^35^.

In the *sec59-1∆* cell, the increased level of PI by the upregulation *INO1* and *PIS1*, and increased expression of genes involved in dephosphorylation of phosphatidyl inositol phosphates (*INP52, INP53, SAC1*) (Fig. 3A–C). PI is the most predominant lipid in the ER, which protects the cells from stress by increased expression of *INO1*.

Apart from the phospholipid, fatty acids are playing a crucial role in cellular stress response and have been reported in both *S*. *cerevisiae* and mammals^36^. In the *sec59-1*∆ cell, the C16:1 and C18:1 level were predominantly increased in PC, PE, PI, and PS, whereas C16:0 and C18:0 were reduced, except PS where it was not altered. Apart from the ER, phospholipids are synthesized in mitochondria, vacuoles, and Golgi apparatus. During the Sec59-1 mutation, PE, and CL level were significantly increased at mid-log phase (Fig. S1D), and the expression of genes involved in PE and CL synthesis (*EPT1, ALE1, FMP30*, and *CRD1*) were upregulated. This could be attributed to the increased levels of PE and CL observed in the *sec59-1Δ* cell (Fig. 3A–C). Furthermore, the major mitochondrial fusion and fission gene expression were also affected. 

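*FMP30*, a mitochondrial phospholipase for N-acyl-PE, was higher on the array labelled *sec59-1∆* with a log2 ratio of 0.95 ± 0.036. *ALE1*, a lysophospholipid acyltransferase, and *CRD1*, the cardiolipin synthase, lay between the thresholds at 0.44 ± 0.13 and 0.49 ± 0.059. These values are from cells at 48 h.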

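On the array labelled *sec59-1∆*, *FZO1*, the GTPase of outer membrane fusion, had a log2 ratio of -1.2 ± 0.12 against the wild-type array, and *FIS1*, of fission, -1.02 ± 0.15, while *UGO1*, which works with *FZO1*, had 0.46 ± 0.17. *GEM1*, a GTPase of ER contact sites, stood at -1.15 ± 0.20 and *MDM30*, an F-box protein of fusion, at -0.52.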

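Of 8 mitochondrial chaperone and protease genes, 3 were at least 0.6 higher on the array labelled *sec59-1∆* and none was lower, with a median log2 ratio of 0.20 (percentile 69). *HSP78*, a disaggregase of the matrix, had 1.73 ± 0.063 and *HSP10*, the co-chaperonin, 1.12 ± 0.065, whereas *MGE1* and *ECM10* lay between at -0.59 and -0.58. Scaled by the medians of the arrays, these stood at -0.74 and -0.73, and the list at 0.058. Cytosolic heat shock genes had a median of 1.14 over 17 genes, 12 of them higher (percentile 100).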

The mitochondrial heat shock proteins are associated with mitochondrial unfolded response (mito-UPR), and the genes expressions were up-regulated. These cellular complications induced the apoptosis genes in the *sec59-1Δ* cell (Fig. S1F). These results depict the dysfunction of the mitochondrial genes in the *sec59-1Δ* cell.

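Among genes the paper draws for apoptosis, *AIM14*, a superoxide-producing oxidase of the ER, was higher on the array labelled *sec59-1∆* with a log2 ratio of 2.31 ± 0.046, and *LOT6*, a quinone reductase, had 1.26 ± 0.079. *RSM23*, a mitochondrial ribosomal protein linked to apoptosis, was lower at -0.86 ± 0.081.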

In *S. cerevisiae*, during the stationary phase, the DAG and fatty acids are predominantly channeled to TAG synthesis and stored as LD in the cytosol. In the *sec59-1∆* cell, TAG and SE levels were drastically increased. Also, the sterol, 1, 2-DAG, 1, 3-DAG, and free fatty acids were increased when compared to the wild-type (Fig. 6A–C). The genes involved in the sterol metabolism and its regulatory genes were increased (Fig. 5B,C). 

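Enzyme genes of sterol synthesis and their regulators differed: the list of enzymes stood at percentile 100 of the random lists, and its members *ERG4*, *ERG20* and *ERG24* had log2 ratios of 1.03 ± 0.066, 1.74 ± 0.17 and 1.15 ± 0.055. *MCR1*, a cytochrome b5 reductase that supplies electrons, had 1.25 ± 0.014. Of the regulators that the paper draws in Fig. 5C, *ROX1*, *ECM22*, *SIP2*, *HAP2*, *HAP3*, *HAP4* and *HAP5* were at least 0.6 lower on the array labelled *sec59-1∆* and *HAP1* was higher.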

The accumulation of sterol in the *sec59-1∆* cell could be due to reduced transport from the ER to the plasma membrane by the down-regulation of *ARV1* and increased transport of sterol from the plasma membrane to the ER by the derepression of *YSP1, YSP2*, and *SIP3* (Fig. 5B). 

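*ARV1* (YLR242C, chromosome XII from 622918 to 623883), which serves sterol movement from the ER, had a log2 ratio of -0.92 ± 0.16, lower on the array labelled *sec59-1∆*. The paper proposes that its lower expression, with more *YSP1*, *YSP2* and *SIP3*, leads to the accumulation of sterol.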

The LD number and size were increased as measured by the increased intensity of Nile red fluorescence when compared to the wild-type (Fig. 6C). Also, the time lapse study revealed drastic increases of TAG, SE, and LDs in the *sec59-1∆* strain (Fig. 4A,B) which is supported by increased expression of *LRO1* and *ARE2*, and down-regulation of major TAG and SE lipases (*TGL3, TGL5*, and *YEH2* and *TGL1)* (Fig. 5A). Our previous study shows that LD and neutral lipids were reduced in protein glycosylation defect phenotype (*Cax4∆*) due to specific N-glycosylation defect. The *Sec59-1∆* phenotype results controversy to *Cax4∆* strain may due to defect in multiple glycosylation defects including, N-glycosylation, O-glycosylation, and GPI anchor synthesis. *DPP1* (Zn dependent phosphatidate phosphatase) was up-regulated in the *sec59-1∆* could be account for reduced transport of zinc by the down regulation of vacuolar membrane zinc transporter *(ZRT*3). These results strongly revealed the vacuolar lipid phosphatase plays a role for the supply of substrate (DAG) to TAG synthesis when the Zn transport get affected in the *sec59-1∆* cell (Fig. 5A).

The *Sec59-1* cells exhibit increases the unsaturated fatty acids, especially C16:1, and C18:1 in neutral lipids and phospholipids. The only gene that has been reported to involved in the synthesis of mono-unsaturated fatty acids is *OLE1* (delta 9-fatty acid desaturase)^37^, but its expression was significantly reduced in the *sec59-1∆* cell. This result suggests that there may be other desaturases in *S. cerevisiae* that are yet to be identified under the stress.

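On the array labelled *sec59-1∆*, 2 of 3 spots for *OLE1* (YGL055W) were free of outlier flags, but on the wild-type array none was and the probe was saturated. With flagged spots kept, an alternative chosen after the data were examined, the log2 ratio was -1.12, as in the deposited table. Because the wild-type value is saturated, *OLE1* was at least 2.18-fold lower.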

LD is a ubiquitous intracellular organelle, a storage depot that provides energy during starvation and involved in membrane lipid synthesis. LD biogenesis and growth are uniquely dependent on neutral lipid synthesis. LD’s are often closely associated with various organelles, including peroxisomes, mitochondria, vacuole, and endoplasmic reticulum (ER). ER plays a potential role in peroxisome biogenesis and triggers the targeting signal of peroxisomal membrane proteins (PMPs) to peroxisomes. The increased lipolysis of TAG and SE increases free fatty acids, which undergo β-oxidation in the peroxisome. In *sec59-1∆* cell, the TAG, SE, LD’s, and FFA were increased and subsequently, the genes involved in β-oxidation (*POX1, POT1, IDP2, ECI1, TES1*, and *DCI1*) were also up-regulated (Fig. 8B).

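Enzyme genes of β-oxidation were more often higher than lower on the array labelled *sec59-1∆*. *POX1*, the acyl-CoA oxidase, had a log2 ratio of 0.87 ± 0.15, the thiolase *POT1* 0.92 ± 0.015, the isomerases *ECI1* and *DCI1* 1.93 ± 0.074 and 1.45 ± 0.044, and the thioesterase *TES1* 1.03 ± 0.11. *IDP2*, the cytosolic isocitrate dehydrogenase, was lower at -0.73 ± 0.11, as were *IDP3* and *SPS19*, which serve unsaturated fatty acids, at -1.07 and -0.76. Of 16 textbook β-oxidation genes, 8 were at least 0.6 higher and 2 lower, with a median of 0.54 (percentile 95.7). *CRC1*, the mitochondrial carnitine carrier, had -2.24 ± 0.12.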

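Beside the import machinery, *PEX25*, which regulates peroxisome size, was lower on the array labelled *sec59-1∆* with a log2 ratio of -1.04 ± 0.11, and *INP1*, which keeps peroxisomes in the mother cell, had -0.78 ± 0.20 (-0.54 with coding length removed). *INP2*, the receptor for their transport to the bud, lay between at 0.54 ± 0.15, and *DJP1*, a chaperone of import, was higher at 0.76 ± 0.023. The transporters *ANT1* and *PXA2* stood at 0.93 ± 0.14 and 0.66 ± 0.30; *PXA2* fell under 0.6 when the arrays were scaled by their medians. Random lists matched to the peroxins held 95% of their medians between -0.40 and 0.49.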

The microarray result revealed that 12 genes involved in peroxisome biosynthesis were down regulated whereas the *PEX1* was up-regulated, and the rest of the genes were not altered (Fig. 8B). Furthermore, the peroxisome biogenesis defect was confirmed by the reduced PEX3-EGFP fluorescence in the *sec59-1∆* when compared to the wild cell. These results suggest that dolichol kinase dependent protein glycosylation directly or indirectly plays a role in peroxisome biogenesis and β-oxidation. Finally, we can conclude that impaired growth of the Sec59-1Δ cells is associated with constitutive unfolded protein response, ER stress, and dysregulation of lipid metabolism accounting for the pleiotropic phenotypes. Thus, the *S. cerevisiae* dolichol kinase controls membrane biogenesis by coordinating lipid homeostasis with protein quality control.

## Materials and Methods

The yeast strains used in this study (WT-RSY252-MATa; his4-619; ura3-52 and RSY27 MATa; his4-493; ura3–52; suc-432; *sec59-1∆* KanMAX4) were gifted by Prof. Randy Schekman (Howard Hughes Medical Institute and Department of Molecular and Cell Biology, University of California, USA) The plasmid YEp352-*SEC59* and its control vector were gifted by Prof. Markus Aebi (Institute of microbiology, ETHZ, Zurich, Switzerland). The plasmid pIH024-PEX3-EGFP was a generous gift from Prof. Dr. Harald W. Platta (Institute of Biochemistry and Pathology, Department of Biochemistry, Germany).The anti-kar2 antibody was a gift from Prof. Jeffrey L. Brodsky (Department of Cell Biology, University of Pittsburgh, PA and USA), and anti-CPY antibody was gifted by Prof. Neta Dean (Department of Biochemistry and Cell Biology, Stony Brook University, NY and USA). Yeast nitrogenous base (YNB), yeast extract and peptone were obtained from Difco, the nitrocellulose membrane was purchased from Millipore (India Pvt. Ltd), and thin layer chromatography plates were obtained from Merck (India). Phospholipids standard, ampicillin, kanamycin, synthetic complete media (SC), solvents and all other reagents were procured from Avanti polar lipids and Sigma, St. Louis, USA unless specifically mentioned.

### Growth conditions

Yeast cells were grown in YPD (1% yeast extract, 2% peptone, and 2% dextrose) medium (pH 7.0) with aeration at 30 °C until mid-log phase. For lipid studies, cells were grown in 5 ml of YPD medium, and cell mass was measured at A_600 nm._ The equal number of cells was harvested at frequent time intervals for lipid extraction and confocal fluorescent microscope studies. The plasmid-bearing cells were grown in synthetic complete (SC) media with appropriate amino acids and devoid of uracil.

### Growth study

The wild-type, wild + YEp352, *sec59-1∆*, and *sec59-1∆* + YEp352-*SEC59* cells were grown in YPD and SC or SC-U medium at 30 °C up to mid-log phase. Cell mass was measured at A_600 nm,_ and equal mass of cells were collected and serially diluted from 10^−1^ to 10^−5^ dilution and three μl of cells were spotted on (YPD and SC or SC-U) appropriate agar plates, and then incubated the plates for 48 h at 30 °C.

### Lipid extraction and separation

Lipids were extracted from the yeast cells by the method of Bligh and Dyer^38^. Briefly, to the cell pellet 400 µl of methanol and 200 µl of chloroform were added and vortexed. Further, 400 µl of acidified water (2% orthophosphoric acid) was added and vigorously vortexed. The lipids were extracted with Chloroform and subjected to two-dimensional thin layer chromatography (TLC) with Silica Gel 60F254 TLC plates^39^. The phospholipid were separated using the following solvents: for first dimension chloroform/methanol/ammonia (65:25:5, v/v) and for the second dimension, chloroform/methanol/acetone/acetic acid/water (50:10:20:15:5, v/v). Individual lipids were located by comparing the *Rf* value of the unknown with the *Rf* value of the standard. Spots corresponding to individual phospholipids were scraped off and quantified^40^. For analyzing the neutral lipids (TAG, and SE), the lipids were separated using petroleum ether/diethyl ether/acetic acid (70:30:1; v/v) with triolein and cholesteryl oleate as standards, and lipids were quantified with slight modifications^41^. Briefly, the plates were dipped in methanolic MnCl_2_ solution (0.63 g MnCl_2_·4H_2_O, 60 ml of water, 60 ml of methanol, and 4 ml of concentrated sulfuric acid), dried, and heated at 120 °C for 15 min. Densitometric scanning was performed at 500 nm with a CAMAG TLC Scanner.

### Fatty acids analysis

The phospholipids and neutral lipids separated in the TLC were extracted using chloroform/methanol (2:1, v/v), and subjected to methanolysis form conversion to methyl esters using BF3/methanol^42^. Fatty acid methyl esters (FAME) were separated and quantified by gas chromatography mass-spectrometry (GC/MS). The heptadecanoic acid methyl ester (C17:0) was used as an internal standard for fatty acid quantification.

### Nile Red staining

The wild-type, sec59*-1*∆, and *sec59-1*∆ + YEp352-*SEC59* cells were grown in SC or SC-U medium at 37 °C and 180 rpm. The cells were harvested at mid-log phase and washed with 1x PBS and stained with lipophilic dye Nile Red. Fluorescence imaging was performed on the confocal laser scanning microscope (LSM 710-Zeiss) equipped with a 100/1.40 oil objective and an AxioCam MRM camera.

### DiOC6 Staining (3,3′dihexyloxacarbocyanine Iodide)

The wild-type, *sec59-1*∆ and *sec59-1*∆ + YEp352-*SEC59* cells were grown in SC or SC-U medium at 180 rpm. Cells were harvested at mid-log phase and washed with 1x PBS then cells were stained with one μl of lipophilic dye DiOC6 (1 mg/ml ethanol). Fluorescence imaging was performed immediately after staining on the confocal laser scanning microscope (LSM 710-Zeiss) equipped with a 100/1.40 oil objective and an AxioCam MRM camera.

### Yeast transformation

The yeast plasmid YEp352 + *SEC59*, pRS314 + UPRE-GFP, and pIH024 + *PEX3*-EGFP was transformed into wild-type and *sec59-1*∆ cells by the lithium acetate transformation method^43^, and the transformants were selected on plates containing SC-U, SC-Try, SC-Leu (synthetic complete medium devoid of uracil, tryptophan and leucine) minimal medium (0.67% YNB, 2% dextrose and complete supplement mixture lacking respective amino acids).

### Fluorescence measurement of UPRE-GFP

The wild-type + pRS314-UPRE-GFP and *sec59-1*∆ + pRS314-UPRE-GFP plasmid bearing cells were grown in SC-Try medium at 180 rpm in 30 °C. The cells were collected every 12 h intervals (12 h to 48 h), then cell mass was measured at A_600 nm_ and equal amount (1.0 OD) of cells were resuspended with 1 ml 1x PBS buffer (8 g/L NaCl, 1.44 g/L Na_2_HPO_4_, 0.24 g/L KH_2_PO_4_, 0.2 g/L KCl). The GFP intensity was measured on an F-4500 Fluorescence Spectro-photometer (Hitachi). The measurements were carried out at 488 nm (excitation) and 510 nm for the emission wavelength.

### Microarray analysis

For the preparation of RNA, the wild-type and *sec59-1*∆ cells (0.1 OD_600_) were grown until 48 h in YPD medium and harvested by centrifugation. Cell pellets were shock frozen in liquid nitrogen and stored at −70 °C until further use. Total RNA was isolated using an RNeasy Kit (Qiagen) including DNase I treatment according to the manufacturer’s instructions. Yeast lysate was prepared by mechanical disruption of cells using a bead mill. The integrity of RNA was tested by agarose gel electrophoresis. The RNA concentration was estimated by the A_260 nm_ and the purity determined A_260 nm_ A_280 nm_ ratio. For expression profiling, 1 μg of total RNA was linearly amplified and biotinylated using the One-Cycle Target Labeling Kit (Affymetrix, Genotypic, Bangalore, India) according to the manufacturer’s instructions. The labeled and fragmented cRNA (15 μg) were hybridized to Affymetrix Yeast 8.0 Gene Chip®arrays (Affymetrix). After hybridization, the arrays were washed and stained in a Fluidics Station 450 (Affymetrix) with the recommended washing procedure. Biotinylated cRNA bound to target molecules was detected with streptavidin-coupled phycoerithrin, biotinylated anti-streptavidin IgG antibodies and again streptavidin-coupled phycoerithrin according to the manufacturer’s protocol. Arrays were scanned using the GCS3000 Gene Chip scanner (Affymetrix) and GCOS 1.4 software. Scanned images were subjected to visual inspection to test for hybridization artifacts and proper grid alignment, and analyzed with Microarray Suite 5.0 (Affymetrix) to gene ratereport files for quality control. Statistical data analysis was performed using the bioconductor packages “affy” and “limma.” Initially, the expression data from all arrays were normalized with RMA to yield log2-transformed signal values. The assay was performed in two independent experiments with two and four samples, respectively. A linear model was generated including the factors “batch” and “strain” to correct for this effect. The signal values were then averaged for the individual subgroups and differences in the expression level were calculated as x-fold change. Differences between *sec59-1*∆ and the wild-type strains were extracted and analyzed with the moderated T-test (empirical Bayes method). The transcripts with at least value 0.6 changes in the expression level and a p-value of <0.05 were regarded as differentially expressed. Data extraction from Images was done using Feature Extraction software v 10.7 of Agilent. The extracted data were analysed using Gene Spring GX version 11 software from Agilent. Normalization of the data was done in Gene Spring GX using the 75^th^ percentile shift and normalization to specific samples.

### Western blotting

Yeast cells were grown in YPD or SC or SC-U media, harvested every 12 h intervals (12 h–48 h) and the cells were centrifuged at 6,000 rpm for 5 min. The cells were washed and suspended in lysis buffer containing 50 mM Tris HCL, pH 7.5, 150 mM NaCl, 5 mM EDTA, and 1 mM phenylmethylsulfonyl fluoride (PMSF). Cells were lysed using glass beads and the unbroken cells were removed by centrifugation at 10,000 rpm for 15 min at 4 °C and the supernatant was collected and protein determined (Bradford 1976).

The protein (50 µg) was subjected to 8% SDS-PAGE for Kar2 and Cpy. To visualize the protein bands in the gel, SDS-PAGE gels were stained by coomassie brilliant blue staining. For immunoblot analyses, proteins were transferred to nitrocellulose membrane at 120 V for 2 h and incubated with a 1:2,500 dilution of anti-Kar2p or anti-Cpy1p for 2 h, followed by a 1:2,500 dilution of ALP-conjugated goat anti–rabbit IgG for 1 h. The membrane was washed again and detected with BCIP/NBT substrate.

### Statistics

Data were analysed using the programs of SPSS 10.0 (Statistical Package for the Social Science for Windows 11.5). All the values reported in the study were the mean of three replicates. Statistical analysis was carried out by analysis of variance (ANOVA) test. Significant differences among mean was determined at *p < 0.05, **p < 0.01, and ***p < 0.001. The microarray gene expression data were analyzed and differential expression values are provided as log base 2. The value at least 0.6 is statistically significant (*p < 0.05).

### Accession codes

Microarray and sample annotation data were deposited in NCBI’s Gene Expression Omnibus (GEO) data repository under accession no. GSE70809.

## Supplementary information

Data set 1

Dataset 2

Dataset 3

Data set4

# Supplementary material for: Crosstalk between protein N-glycosylation and lipid metabolism in Saccharomyces cerevisiae
**Source:** Sci Rep. 2019 Oct 9;9:14485. doi: 10.1038/s41598-019-51054-7
**Supplement:** Supplementary file 1 — Data set 1

Crosstalk between protein N-glycosylation and lipid metabolism in *Saccharomyces cerevisiae*

Antonisamy William James^1^, Chidambaram Ravi^1^, Malathi Srinivasan^2^ and Vasanthi Nachiappan*^1^

Supplementary figure S1. Cell growth rate Membrane defective cells

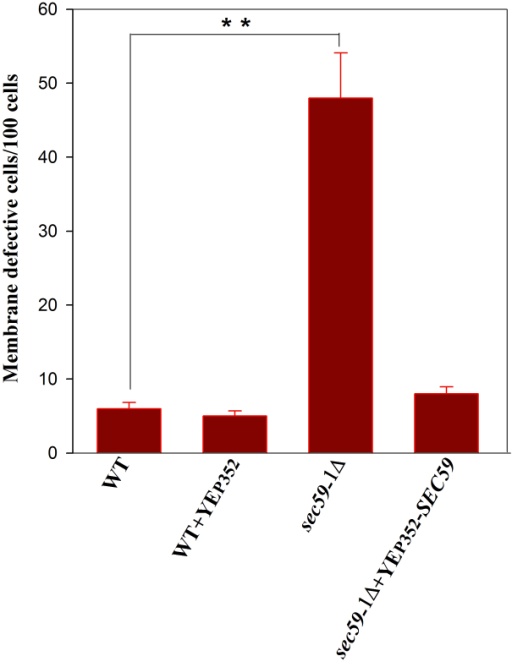
A B

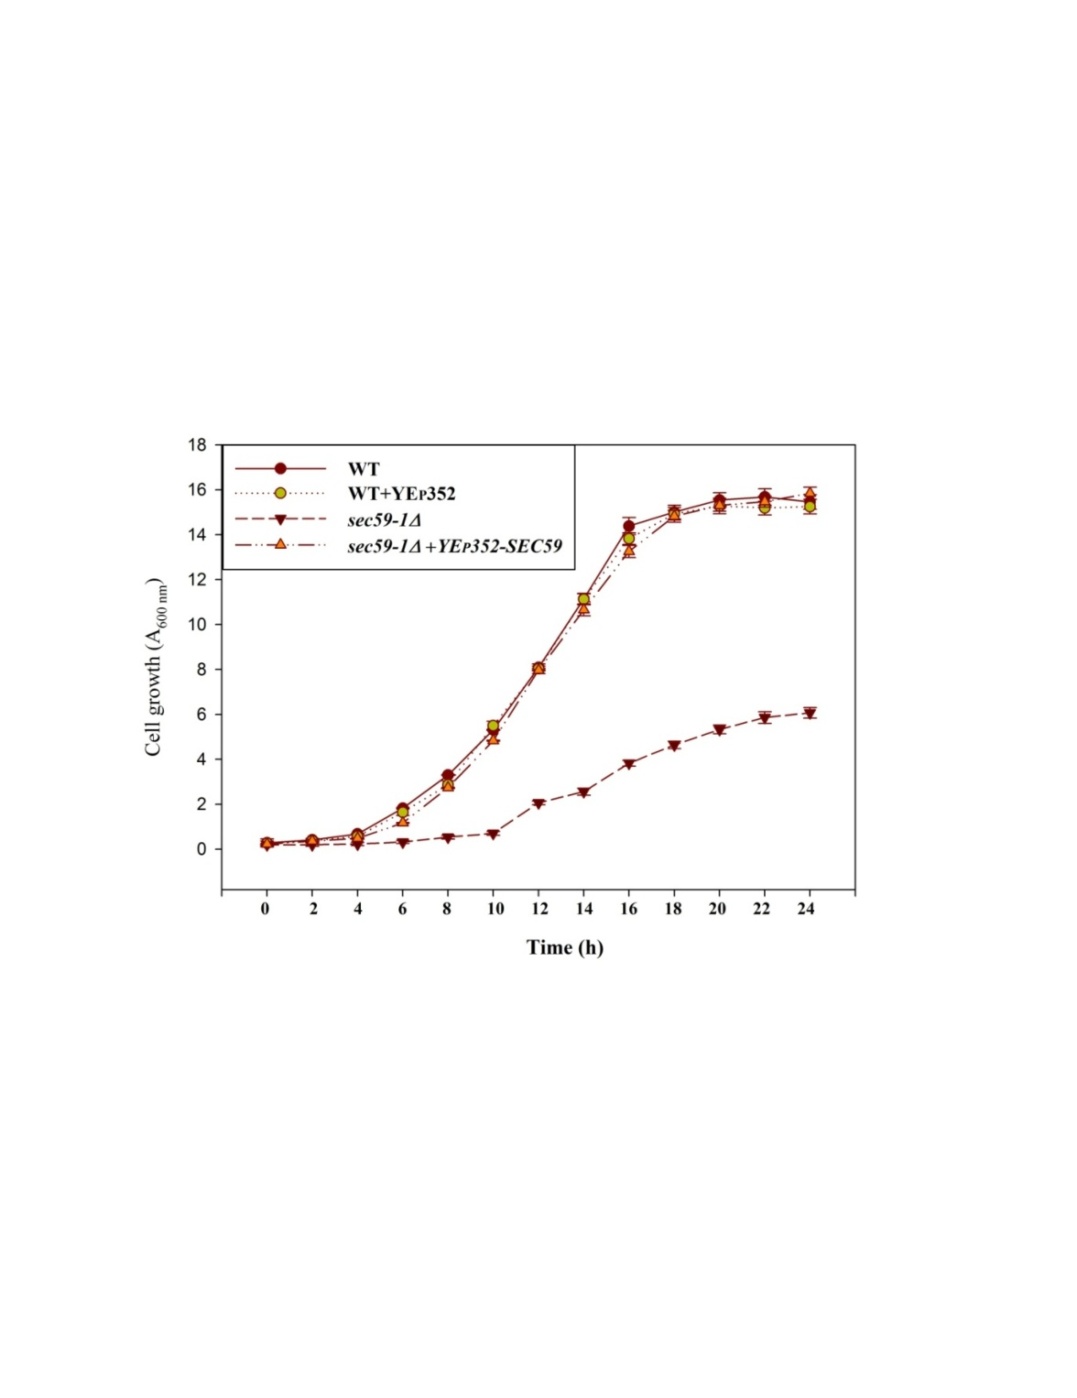

C D

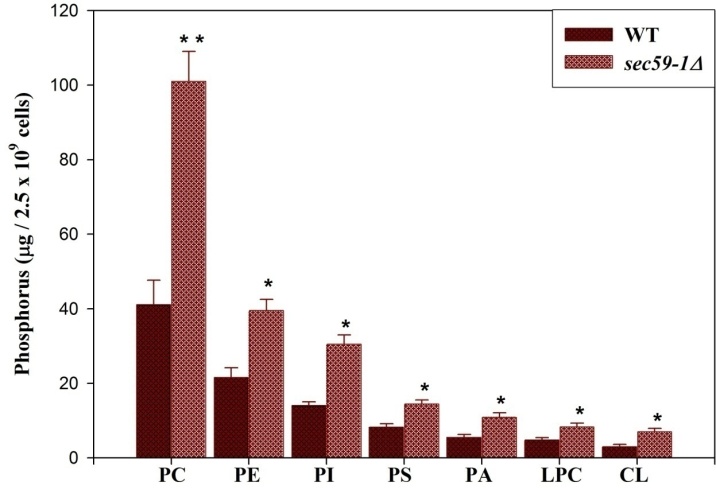

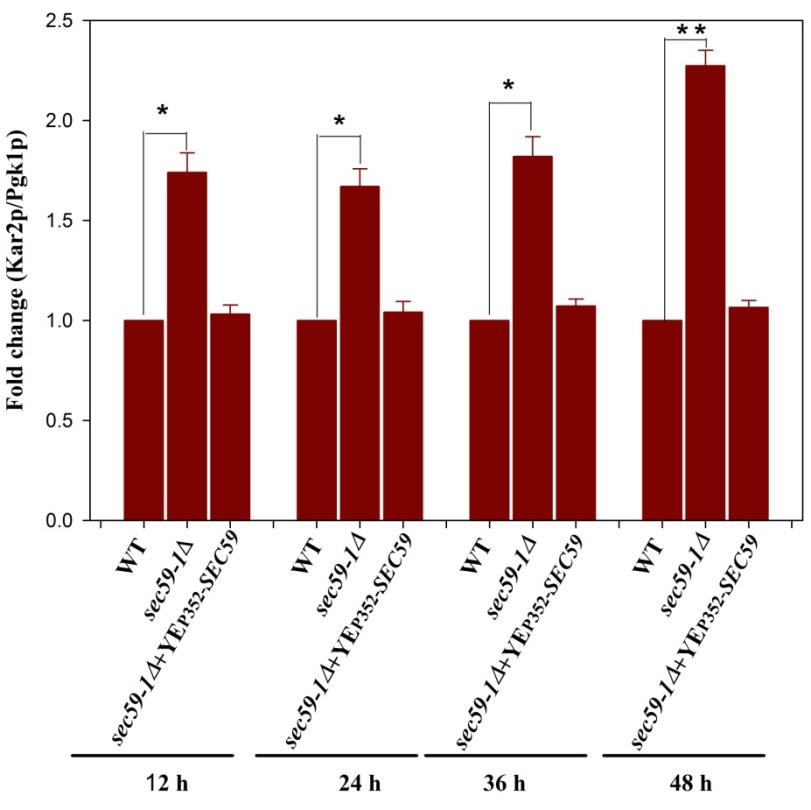

A. Cell growth

B. Membrane defective cells

C. Kar2 protein expression quantification. D. Phospholipid quantification

Supplementary figure.S2

| **WT** | ***Sec59-1Δ*** |  |
| --- | --- | --- |
| **0.00** | **-0.53** | **TAM41** |
| **0.00** | **-0.81** | **GEP4** |
| **0.00** | **-1.20** | **GEP5** |
| **0.00** | **0.50** | **CRD1** |
| **0.00** | **-0.71** | **CLD1** |
| **0.00** | **1.08** | **RTN1** |
| **0.00** | **-1.18** | **UPS1** |
| **0.00** | **0.96** | **FMP30** |
| **0.00** | **-1.14** | **GEM1** |
| **0.00** | **0.68** | **MMM1** |
| **0.00** | **1.43** | **MDM10** |
| **0.00** | **0.88** | **MDM12** |
| **0.00** | **-0.51** | **MDM30** |
| **0.00** | **-0.62** | **MDM34** |
| **0.00** | **-1.17** | **MDM32** |
| **0.00** | **0.85** | **CYM1** |
| **0.00** | **-1.01** | **FIS1** |
| **0.00** | **0.47** | **UGO1** |
| **0.00** | **-0.51** | **MDM30** |
| **0.00** | **-1.20** | **FZO1** |

(B)

WT ***sec59-1∆***

| **0.00** | **0.84** | **AFG1** |
| --- | --- | --- |
| **0.00** | **1.13** | **HSP10** |
| **0.00** | **1.15** | **HSP104** |
| **0.00** | **1.73** | **HSP78** |
| **0.00** | **-1.18** | **AIM38** |
| **0.00** | **2.06** | **YSP2** |
| **0.00** | **1.26** | **LOT6** |
| **0.00** | **2.32** | **AIM14** |
| **0.00** | **-0.86** | **RSM23** |

C.

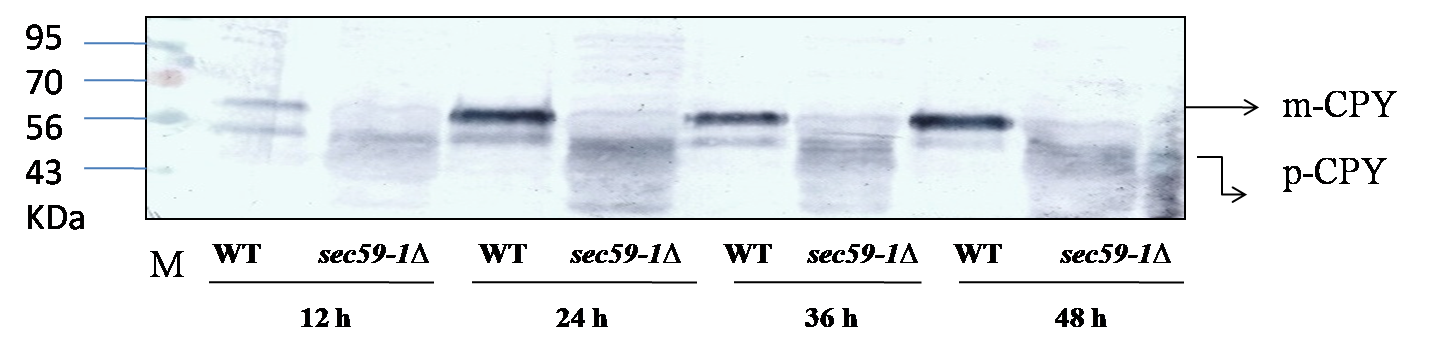

D.

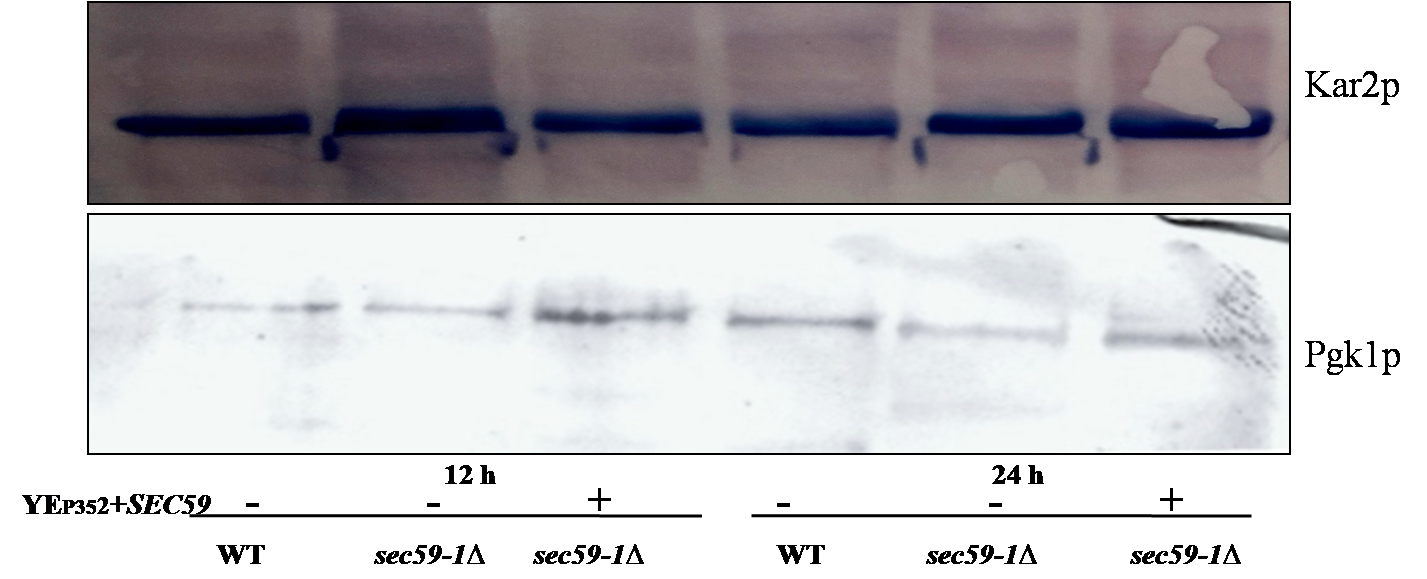

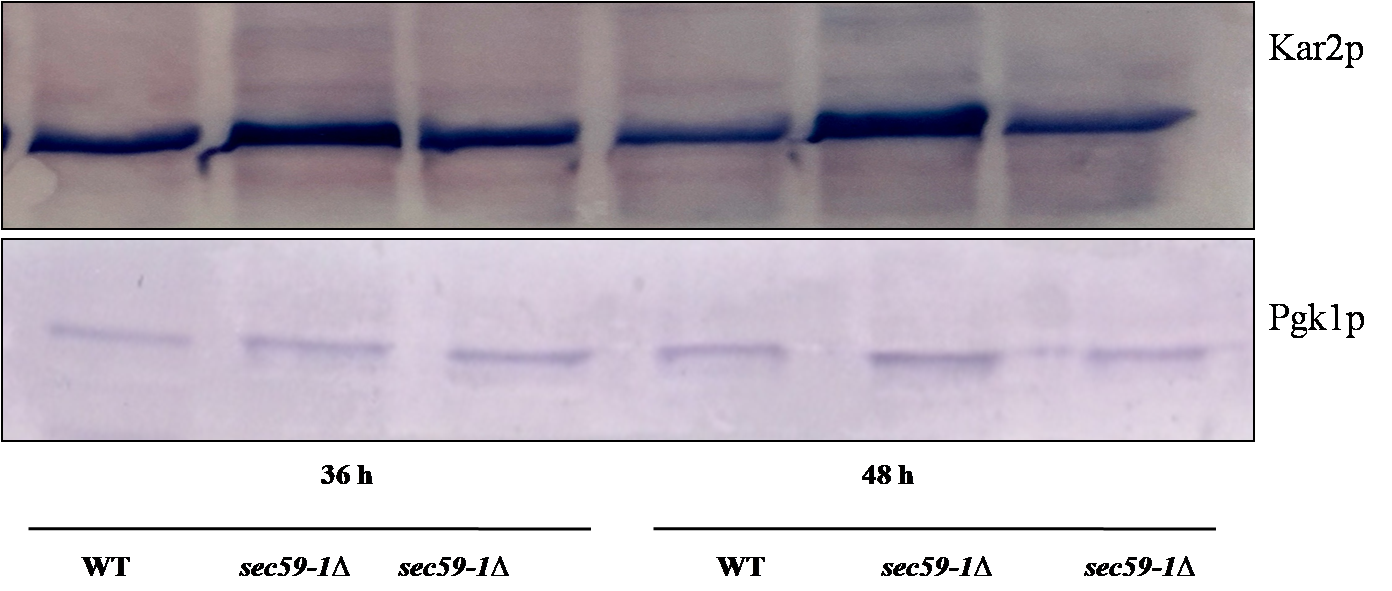

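This panel lists log2 ratios of single genes, and the same arrays gave the following. For cardiolipin, *TAM41* had -0.53 ± 0.10, *GEP4* -0.81 ± 0.037 and *CLD1* -0.64 ± 0.044, and *UPS1*, which carries phosphatidate between the mitochondrial membranes, -1.19 ± 0.12; *TAM41* lay between the thresholds and the others were lower on the array labelled *sec59-1∆*. The ER tether genes split, with *MMM1* at 0.67, *MDM10* at 1.43 and *MDM12* at 0.87 higher and *MDM34* at -0.63 lower. *MDM32* had -1.18, *GEP5* -1.21 and *CYM1* 0.85. When the arrays were scaled by their medians, *MMM1* fell under 0.6 and *TAM41* was at least 0.6 lower. *CLD1*, *MDM34* and *CYM1* stood at -0.40, -0.49 and 0.30 with coding length removed.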

A. The expression of genes involved in the mitochondria lipid synthesis and morphology genes.

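In this panel, *HSP104*, the disaggregase of the cytosol, was higher on the array labelled *sec59-1∆* with a log2 ratio of 1.14 ± 0.088, as was *AFG1*, a mitochondrial ATPase, with 0.83 ± 0.10. *AIM38*, of respiratory supercomplex assembly, was lower at -1.18 ± 0.023.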

B. The expression of genes involved in apoptosis and protein folding.

C. Expression of CPY in wild-type and sec59-1∆ cells.

D. Expression of kar2

How the deposited data were processed for this re-analysis (not part of the article)

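Total RNA of 1 culture of the wild-type strain RSY252 and 1 culture of RSY27, labelled *sec59-1∆*, each grown in YPD at 30 °C for 48 h, was read on 2 Agilent yeast arrays in a single colour. Each array held 15744 spots, of which 15208 were not controls and read 6256 probes for 6227 genes; 3560 probes had 2 spots and 2696 had 3. The probes were designed on the sacCer1 build.

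Per the file headers, the intensities of each spot had been background-subtracted and corrected for trends across the slide by Agilent Feature Extraction 11.5.1.1 before deposit, and low values had been replaced by a surrogate; they are not normalized between arrays. The log2 values in the deposited table were made by the authors from the same intensities with Gene Spring GX and a shift by the 75th percentile, as the methods state, with a value per gene name. The methods name an earlier version of the scanner software, and also describe Affymetrix arrays, RMA and a moderated test on a linear model, which these files do not hold. The array values drawn in the paper's figures, called fold change there, are log2 ratios, as the legends and the values show.

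From the scanner intensities, spots flagged as non-uniform or as population outliers were left out (202 on the wild-type array and 188 on the array labelled *sec59-1∆*), the log2 intensities were shifted by the 75th percentile of each array over its probes, and spots of a probe and then probes of a gene were averaged. The log2 ratio of a gene is the array labelled *sec59-1∆* minus the wild-type array. No filter on signal was used, as the methods state none, and a gene was called higher or lower at a log2 ratio of at least 0.6 in size, without the p-value that the paper also gives, since 1 array per strain gives no test. A gene left with no unflagged spot on an array got no value (8 genes, *OLE1* among them), and the ratio of a gene saturated on a single array is a limit to a single side, while a gene saturated on both has none. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

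On signal, 14370 and 14386 spots were well above background on the wild-type array and the array labelled *sec59-1∆*, and 5811 genes were so on both. The median SD of a log2 ratio between spots was 0.11, with a 95th percentile of 0.36; it holds the noise of spots and none of the noise between cultures. The log2 ratios correlated with those of the deposited table at 0.992.

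Gene sets were 42 textbook lists, 5 lists by gene name or family, and 15 lists of genes the paper names, which it chose on these samples. Many of the genes the paper names are members of textbook lists too, so those lists are not separate evidence. The textbook and name lists covered the ergosterol pathway, UPR and ER folding, ERAD, the oligosaccharyltransferase, lipid-linked oligosaccharides, O-mannosyltransferases, GPI anchors, COPII, phospholipid, sphingolipid, fatty acid and neutral lipid genes, peroxins and β-oxidation, heme, cell wall, chaperones, carbon and sulfur metabolism, hexose transporters, stress and growth genes, the proteasome, autophagy, histones, the zinc, phosphate and iron regulons, hypoxic, mating-type, haploid and meiotic genes, strain markers, ribosomal proteins, the V-ATPase, and the PAU and COS families. The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn with matching mean expression in 20 bins, which describes these arrays and is no test between strains. Named in the text are the genes the paper names for the array, whose values in its figures had been seen, the 2 highest and 2 lowest members of each textbook list that were well above background on both arrays, *SEC59*, *HIS4*, *URA3* and *SUC2*, and the 10 highest and 10 lowest of the named genes (no dubious or uncharacterized reading frames) that were well above background and not saturated on both arrays.

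Alternatives were a normexp background correction (offset 50), a shift by the median, quantile normalization, a loess correction of the ratio on mean intensity (span 0.3), probes well above background on both arrays only or for the percentile only, the median of spots, a single spot of each probe, the deposited table, genes measured on a single array at their limit, and a threshold of 1. Chosen after the data were examined were the use of flagged spots and the subtraction of the median log2 ratio in each of 20 bins of coding length. The steps were tested on simulated data, in which all 50 genes at each set change were called in their direction and none of the unchanged genes was. The set changes were 1 and 2 on the log2 scale, in either direction. The simulated noise was the median SD between spots, with no outlier flags and no difference between cultures. The simulation therefore checks the steps only and gives no rate of false calls for these arrays. Non-array experiments of the paper have no deposited data and were not re-derived.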

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

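The tests of growth phase, of noise between spots and of coding length were chosen only after the result was seen. The values here are for lists the paper does not discuss as groups, some of which hold single genes it names, and for genes it does not name, read on the array labelled *sec59-1∆* against the wild-type array; with no control arrays, a list is given where its median was at least 0.6 in size and outside 95% of random lists, and a gene where it was among the 10 highest or lowest of the named genes (no dubious or uncharacterized reading frames) that were well above background and not saturated on both arrays, unless the paper names it.

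Higher lists were COPII and ER export, with a median log2 ratio of 1.3 (11 of 17 genes at least 0.6 higher), glycolysis, 1.44 (13 of 18), hexose transporters, 1.75 (12 of 16), sulfur amino acid synthesis, 0.96 (13 of 23), and trehalose and glycogen, 0.67 (11 of 16). Lower lists were the iron regulon, -1.17 (14 of 23 at least 0.6 lower), and gluconeogenesis and the glyoxylate cycle, -0.63 (5 of 10). The gluconeogenesis median is near the bound, and was under 0.6 in size in the deposited table and with flagged spots kept (-0.53 and -0.53), with normexp (-0.58) and, just, from the higher-numbered spot. The hexose transporter median rests in part on dim probes, with 11 of the genes well above background on both arrays: it was 0.98 with genes measured on a single array at their limit, 1.05 over bright probes and 0.63 with normexp. Of the genes of glycolysis and gluconeogenesis, *TDH1* and *FBP1* were saturated on a single array, and *ADH1* and *PCK1* on both, so that these last have no limit either way. The trehalose and glycogen median was under 0.6 with the shift by the median, with quantile normalization and with coding length removed.

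The lowest of these genes were *RAS1* (-3.86), *ICY1* (-3.68), *FET3* (-3.47), *SPS100* (-3.31), *PUT4* (-3.28), *LYS20* (-3.22), *FIT3* (-3.13), *NSR1* (-3.08), *FET4* (-3.06) and *PHO89* (-3.0); *FET3*, *FIT3* and *FET4* serve iron uptake. The highest of them were *MET17* (5.49), *FDH1* (5.45), *HXT3* (4.99), *MCD4* (4.66), *YHB1* (4.56), *CYB2* (3.91), *CYS3* (3.73) and *SIM1* (3.52); *MET17* and *CYS3* belong to sulfur amino acid synthesis and *MCD4* to GPI anchors.

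Ribosomal protein genes, taken by name pattern, went in opposite directions. The 137 genes of the cytosolic list had a median of 0.70 (81 higher, 7 lower). That list also took in *RPP1* (0.52), which codes for an RNase P subunit. The 69 genes of the mitochondrial list had a median of -0.77 (1 higher, 41 lower), while ribosome biogenesis stood at -0.66. A trend with intensity between the arrays is argued against by the gap between the lists, which was 1.44 after the loess correction and 1.47 before. For an earlier growth phase of the culture labelled *sec59-1∆* as the whole cause of the ribosomal pattern, the test took ribosome biogenesis to follow growth. The list would then be higher, and its median was -0.66. Whether it follows growth in this way in cultures at 48 h was not tested, so the list does not decide the question. Lists of carbon use differed too and were not part of that test. Glycolysis (1.44), hexose transporters (1.75) and trehalose and glycogen (0.67) were higher, and gluconeogenesis (-0.63) and the respiratory chain (-0.43) were lower. The shift by the median put the cytosolic list at 0.55, and the mitochondrial list stayed lower at -0.91. A difference between the strains, and a difference between the single cultures, stay open and untested. The paper reports severely affected growth of the mutant up to 48 h, the time of harvest here. The growth state of the cultures therefore cannot be told apart from strain.

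The 12 genes named *COS*, taken by name pattern, had a median of 1.9, with 11 of 12 higher. The COS family lies near chromosome ends, but the pattern also took in *COS111* (0.72), which is not of that family. Dim probes are argued against by the median of 1.88 over the 11 genes with probes well above background on both arrays. Place near the ends cannot be told apart. The 309 other genes among the 10 outermost on each arm had a median of 0.36, against 0.11 for genes further in. The 0.36 lies between the bounds set for the test, and 11 of the 12 listed genes are among the 10 outermost of an arm. Signal shared between the closely similar COS genes was not tested. No biological explanation was tested.

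Of all genes with a value, 54.4% were at least 0.6 apart. Noise between spots is argued against: of 3069 genes called from both of 2 spots, 13 (0.42%) were called in opposite directions. A stricter bound had been set beforehand, with 90% of genes called from the lower-numbered spot to be called the same way from the other; the result was 89.6% (3056 of 3412), just short of it. Both spots share array and culture, so noise between arrays or cultures is untouched by this. Whole-chromosome copy differences are argued against by the largest distance of a chromosome median from that of all genes, 0.25 for chromosome VI. Coding length as the whole cause is argued against by the 52.3% (2936 of 5610) still apart after each length bin was centred, against 54.6% before, though length moves single groups. What makes longer genes higher was not tested; a difference between the strains and a difference between the RNA samples stay open.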

How the results depend on the processing

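The use of flagged spots and the removal of coding length were chosen only after the data were examined; the other alternatives were not. No paired analysis was possible because each strain has 1 array, and leaving out an array leaves no comparison. The counts of higher and lower genes stayed within 1.5 times 1891 and 1491 under the other alternatives, from 1611 higher with the shift by the median to 1924 from the lower-numbered spot and from 1258 lower with normexp to 1794 with the shift by the median. A threshold of 1 gave 1199 and 788, since fewer genes reach it.

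Of the 342 named genes called, none was called in the opposite direction under any alternative. Calls kept were 333 with normexp, 327 with the shift by the median, 326 with quantile normalization, 330 with loess, 337 and 330 from single spots, 340 with the median of spots, 339 with the percentile over bright probes, and all 342 in the deposited table, over bright probes and with flagged spots kept. The setting over bright probes only drops probes and leaves the ratio of a gene with 1 probe as it was. Its 342 kept calls are therefore no separate check. Calls gained among the other named genes were 13 with the shift by the median, 10 with quantile normalization, 6 with loess, 3 and 7 from single spots, 2 with the percentile over bright probes, 1 each with normexp, in the deposited table and with flagged spots kept, 14 with coding length removed, and 0 with the median of spots or over bright probes. The calls lost were, with normexp, *CAX4*, *CLD1*, *FAA3*, *FRE1*, *HXT8*, *PEX4*, *PMT5*, *SCT1*, *YOS9*; with the shift by the median, *CAX4*, *COS111*, *FRE1*, *GDE1*, *HTB1*, *MGA2*, *MMM1*, *PIS1*, *PMT5*, *PXA2*, *SSE2*, *TGL1*, *TGL2*, *URA8*, *YOS9*; with quantile normalization, *CAX4*, *COS111*, *CPT1*, *CYM1*, *DNF2*, *FAR1*, *FRE1*, *HTB1*, *MGA2*, *MMM1*, *PLB2*, *PMT5*, *PXA2*, *SSE2*, *TGL1*, *YOS9*; with loess, *CAX4*, *COS111*, *CPT1*, *CYM1*, *DNF2*, *FRE1*, *MGA2*, *PLB2*, *PMT5*, *PXA2*, *TGL1*, *YOS9*; with the percentile over bright probes, *MGA2*, *SSE2*, *YOS9*; with the median of spots, *FAA3*, *PEX4*; from the lower-numbered spot, *FAA3*, *FRE1*, *MDM34*, *URA8*, *YOS9*; from the higher-numbered spot, *CAX4*, *HTB1*, *HTB2*, *MGA2*, *PEX18*, *PEX4*, *PIS1*, *PMT5*, *PXA2*, *SCT1*, *SSE2*, *TGL5*; with coding length removed, *CLD1*, *COS111*, *CYM1*, *DNF1*, *DNF2*, *FAR1*, *FAS1*, *FAS2*, *FRE1*, *GDE1*, *HAP1*, *HFA1*, *HIS4*, *INP1*, *MDM34*, *MET8*, *MGA2*, *NEO1*, *PEX1*, *PEX18*, *PEX4*, *PHO81*, *PLB2*, *PMT5*, *PMT6*, *PXA2*, *ROT1*, *ROT2*, *RPN2*, *RSP5*, *SIP2*, *SIP3*, *SPF1*, *SPO14*, *SSE2*, *SSM4*, *TGL1*, *UBA1*, *UBX4*, *USA1*, *UTP10*, *YOS9*, *YSP1*. After removal of coding length 299 kept their call, and 6 changed sign: *DNF2* (-0.23), *FAS2* (-0.028), *GDE1* (-0.27), *HAP1* (-0.14), *PHO81* (-0.18) and *SIP3* (-0.18), all genes of long proteins, from whose ratios this setting by its construction subtracts the higher median of their length bin.

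Medians at least 0.6 in size kept their direction under each alternative run. They kept that size too, with exceptions: the cytosolic ribosomal protein, trehalose and glycogen, and meiosis lists fell under it with the shift by the median; so did gluconeogenesis with normexp, in the deposited table, from the higher-numbered spot and with flagged spots kept; ribosome biogenesis with normexp; meiosis with normexp and quantile normalization; trehalose and glycogen with quantile normalization; the paper's TAG lipases from the higher-numbered spot; the peroxins with normexp, the median of spots and either single spot; and the paper's peroxins with normexp and the median of spots. Once coding length was removed, fatty acid synthesis, peroxins, trehalose and glycogen, and the paper's lists of ERAD, permeases and flippases, and peroxins fell under it. Medians close to 0 changed sign under some alternatives: TAG and steryl ester lipases, heme, zinc, hypoxic, haploid, a-cell and mitochondrial fatty acid synthesis genes, autophagy, and the paper's lipid phosphatase genes. The median of the paper's StART-like transport genes changed sign once coding length was removed.

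Below, list medians that moved by more than the median SD between spots of their members' log2 ratios are given by alternative. That SD belongs to single genes and not to a list median, so a list left out is not shown to be stable. The shift by the median takes the same amount from each gene; for the others the cause was not tested.

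With the arrays shifted by their medians, the list medians that moved were ergosterol pathway 1.59, UPR targets and ER folding 1.25, ERAD 0.17, oligosaccharyltransferase 0.34, lipid-linked oligosaccharide synthesis 0.39, O-mannosyltransferases 1.22, GPI anchor synthesis 0.053, COPII and ER export 1.15, phospholipid synthesis 0.32, TAG and steryl ester synthesis -0.37, TAG and steryl ester lipases -0.0091, fatty acid synthesis and elongation 0.84, mitochondrial fatty acid synthesis -0.12, sphingolipid synthesis -0.41, peroxins -0.76, peroxisomal beta-oxidation 0.40, heme synthesis -0.012, chitin and glucan synthesis and remodelling 1.61, cell wall integrity targets 1.54, mitochondrial chaperones 0.058, cytosolic heat shock 1.00, glycolysis 1.29, gluconeogenesis and glyoxylate cycle -0.78, TCA cycle -0.21, respiratory chain and ATP synthase -0.57, sulfur amino acid synthesis 0.81, hexose transporters 1.61, stationary phase and quiescence 0.15, trehalose and glycogen 0.52, ribosome biogenesis -0.81, proteasome -0.46, autophagy -0.17, histones 0.13, zinc regulon -0.051, phosphate regulon 0.36, iron regulon -1.32, hypoxic and anaerobic genes 0.020, a-cell specific genes -0.29, alpha-cell specific genes -0.36, haploid-specific genes -0.063, cytosolic ribosomal proteins 0.55, mitochondrial ribosomal proteins -0.91, V-ATPase 0.41, seripauperin family (PAU) 0.28, COS family 1.75, and for lists of the paper cell wall synthesis and assembly 1.83, protein folding, ERAD and ER chaperones 1.72, ERAD pathway 0.95, protein glycosylation 1.1, PC and PE synthesis 0.080, permeases and flippases 1.02, sterol synthesis 1.65, StART-like sterol transport 0.39, TAG lipases -0.79, lipid phosphatases -0.26, fatty acid metabolism 0.90, peroxins -0.77, beta-oxidation 0.83.

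With quantile normalization, the list medians that moved were ergosterol pathway 1.61, UPR targets and ER folding 1.29, lipid-linked oligosaccharide synthesis 0.29, O-mannosyltransferases 1.12, GPI anchor synthesis 0.066, COPII and ER export 1.15, phospholipid synthesis 0.37, TAG and steryl ester synthesis -0.36, fatty acid synthesis and elongation 0.78, mitochondrial fatty acid synthesis -0.25, peroxisomal beta-oxidation 0.34, chitin and glucan synthesis and remodelling 1.6, cell wall integrity targets 1.55, mitochondrial chaperones 0.11, cytosolic heat shock 1.04, TCA cycle -0.21, respiratory chain and ATP synthase -0.54, sulfur amino acid synthesis 0.74, hexose transporters 1.57, stationary phase and quiescence 0.15, ribosome biogenesis -0.78, autophagy -0.11, zinc regulon -0.21, phosphate regulon 0.38, hypoxic and anaerobic genes -0.044, a-cell specific genes -0.065, alpha-cell specific genes -0.44, V-ATPase 0.37, and for lists of the paper cell wall synthesis and assembly 1.88, protein glycosylation 1.14, PC and PE synthesis 0.0076, LPA and PA synthesis and phospholipases 0.88, phosphatidylinositol genes 1.2, sterol synthesis 1.63, StART-like sterol transport 0.35.

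After the loess correction, the list medians that moved were ergosterol pathway 1.64, lipid-linked oligosaccharide synthesis 0.30, O-mannosyltransferases 1.14, GPI anchor synthesis 0.077, COPII and ER export 1.15, fatty acid synthesis and elongation 0.82, mitochondrial fatty acid synthesis -0.25, peroxisomal beta-oxidation 0.41, chitin and glucan synthesis and remodelling 1.67, cell wall integrity targets 1.62, sulfur amino acid synthesis 0.73, stationary phase and quiescence 0.21, zinc regulon -0.21, phosphate regulon 0.39, hypoxic and anaerobic genes -0.0029, a-cell specific genes 0.036, alpha-cell specific genes -0.45, V-ATPase 0.39, and for lists of the paper PC and PE synthesis 0.037, LPA and PA synthesis and phospholipases 0.92, phosphatidylinositol genes 1.18, sterol synthesis 1.7, StART-like sterol transport 0.36.

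With the normexp background correction, the list medians that moved were COPII and ER export 1.19, fatty acid synthesis and elongation 0.84, sphingolipid synthesis -0.15, peroxins -0.50, chitin and glucan synthesis and remodelling 1.39, cell wall integrity targets 1.56, sulfur amino acid synthesis 0.85, hexose transporters 0.63, iron regulon -0.96, meiosis and sporulation genes 0.20, V-ATPase 0.44, COS family 1.8, and for lists of the paper PC and PE synthesis 0.12, StART-like sterol transport 0.46.

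From the lower-numbered spot of each probe, the list medians that moved were ergosterol pathway 1.59, lipid-linked oligosaccharide synthesis 0.62, GPI anchor synthesis 0.037, sphingolipid synthesis -0.14, peroxins -0.49, mitochondrial chaperones 0.29, cytosolic heat shock 1.22, stationary phase and quiescence 0.16, autophagy 0.12, alpha-cell specific genes -0.065, and for lists of the paper protein glycosylation 1.16, StART-like sterol transport 0.66, lipid phosphatases 0.045.

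From the higher-numbered spot, the list medians that moved were ergosterol pathway 1.88, mitochondrial chaperones 0.075, hypoxic and anaerobic genes 0.29, and for lists of the paper LPA and PA synthesis and phospholipases 0.93, permeases and flippases 0.99, sterol synthesis 1.89, StART-like sterol transport 0.41, TAG lipases -0.48, lipid phosphatases -0.28.

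Over probes well above background on both arrays, the list medians that moved were sulfur amino acid synthesis 0.79, hexose transporters 1.05, a-cell specific genes 0.38.

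With the median of spots, the list medians that moved were meiosis and sporulation genes 0.85.

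In the deposited table, the list medians that moved were gluconeogenesis and glyoxylate cycle -0.53.

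With genes measured on a single array at their limit, the list medians that moved were hexose transporters 0.98.

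With flagged spots kept (added), the list medians that moved were gluconeogenesis and glyoxylate cycle -0.53.

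After removal of coding length (added), the list medians that moved were lipid-linked oligosaccharide synthesis 0.69, O-mannosyltransferases 1.13, COPII and ER export 0.90, fatty acid synthesis and elongation 0.57, sphingolipid synthesis -0.10, peroxins -0.40, chitin and glucan synthesis and remodelling 1.31, cell wall integrity targets 1.57, mitochondrial chaperones 0.11, cytosolic heat shock 0.98, glycolysis 1.32, respiratory chain and ATP synthase -0.30, sulfur amino acid synthesis 0.64, stationary phase and quiescence 0.42, trehalose and glycogen 0.50, ribosome biogenesis -0.84, proteasome -0.11, histones 0.43, zinc regulon -0.062, phosphate regulon 0.057, a-cell specific genes -0.0029, alpha-cell specific genes -0.0040, haploid-specific genes -0.047, mitochondrial ribosomal proteins -0.62, V-ATPase 0.37, and for lists of the paper ERAD pathway 0.48, LPA and PA synthesis and phospholipases 0.90, permeases and flippases 0.38, phosphatidylinositol genes 0.94, StART-like sterol transport -0.010, TAG lipases -0.90, lipid phosphatases 0.10, fatty acid metabolism 0.83, peroxins -0.41, beta-oxidation 1.17.

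Signal over background limits 294 genes that were well above it on neither array, and 56 and 66 that were so on the wild-type array or the array labelled *sec59-1∆* alone, whose ratios are limits.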

Differences from the paper's values

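A value of the paper counts here as matched when the log2 ratio lay no further than the larger of its SD between spots and 0.05 from the range that the rounding of the paper's value allows; otherwise it differs. *SAM1* and *SAM2*: the paper gives an increase of about 2.0 fold, as a single value for both, which its legends place on the log2 scale. The log2 ratio here was 1.81 for *SAM1* and 2.22 for *SAM2*. Since the paper marks its value as approximate, these need not disagree with it, although they differ by the rule above. Of the alternatives set before the data were examined, *SAM1* did not differ with normexp, from the higher-numbered spot or in the deposited table, and *SAM2* did not with normexp, the shift by the median, quantile normalization, loess or the higher-numbered spot; both differed under the others.

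*CLD1*: the paper gives -0.71 in Supplementary Fig. S2, and the value here was -0.64. It did not differ with quantile normalization, loess, the percentile over probes well above background, the lower-numbered spot or the deposited table, and differed under the other alternatives set before the data were examined. Keeping flagged spots, chosen after seeing the values, gave -0.71, which does not differ; it drops none of the named genes called here.

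Of 219 values read from the figures of the paper, 219 matched by that rule, and so did 27 of the 28 printed in Supplementary Fig. S2. The supplementary tables are held here in part: 382 of 385 genes of the complete table and 386 of 410 of the table of higher genes lay within 0.1 of the values here, as log2 ratios; the largest differences were 1.4 (*AI3*) and 4.15 (*YDR445C*). The 1891 higher and 1491 lower genes here rest on the size threshold alone, and the paper's counts on that and a p-value; Fig. 1A shows fewer unaltered genes than the 2837 that lay between.

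Of 148 genes the paper names as higher, 134 were higher here, 7 lay between and 7 were lower. The lower were *UBX4* (-0.77) and *UFD1* (-1.16) of ERAD, *EOS1* (-1.08) of glycosylation, *PDR16* (-1.16) and *PDR17* (-1.2) of lipid transfer, *YEH2* (-0.87) of steryl ester hydrolysis and *IDP2* (-0.73). For these except *IDP2*, which no figure draws, the values in the paper's own figures match those here. On *YEH2* the paper's text gives both directions, higher in its results and lower in its discussion. *HRD1* lay between (-0.087). The paper also names as higher *TGL4* (0.59), *MGL2* (0.48), *PHM8* (0.45), *ALE1* (0.44) and *CRD1* (0.49), which lay under 0.6. *MGL2* reached it with normexp (0.65). After removal of coding length, an alternative chosen after seeing the values that drops 43 of 342 named genes called here, *MGL2* (0.73), *PHM8* (0.62) and *CRD1* (0.71) reached it too. No alternative brought the lower genes, *HRD1*, *TGL4* or *ALE1* to 0.6. *HSP42*, which the paper names as higher too, was saturated on the array labelled *sec59-1∆*, so its value is a lower limit (0.58, or 0.61 with quantile normalization and 0.73 with coding length removed) and does not place it under 0.6.

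Of 37 genes the paper names as lower, 34 were lower; *YEH1* (1.65) and *RTN1* (1.08) were higher, under each alternative too, and the values its own figures draw for both match those here. *TGL1*, higher in its results and lower in its discussion, was 0.65, and 0.50 with the shift by the median. *OLE1*, which it names as lower, has no value; it was -1.12 in the deposited table and -1.12 with flagged spots kept, the latter chosen after seeing the values.

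The paper's text names *DOA10*, read here as *SSM4*. The methods give the mutant as a deletion, while the *SEC59* probe was 1.81 higher on the array labelled *sec59-1∆*.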

Other observations

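Further lists are reported as values, with no explanation. GPI anchor synthesis had a median log2 ratio of 0.20 on the array labelled *sec59-1∆* against the wild-type array, with 9 of 21 genes at least 0.6 higher and 5 lower (percentile 47.7 of the random lists). The TCA cycle had a median of -0.067 (2 of 15 higher, 1 lower, percentile 41.2), the respiratory chain and ATP synthase had a median of -0.43 (2 of 32 higher, 9 lower, percentile 0.7) and the V-ATPase had a median of 0.55 (6 of 13 higher, 0 lower, percentile 94.3). When coding length was removed, the respiratory chain came to -0.30 (percentile 3.6) and the V-ATPase to 0.37 (percentile 87.2). Stationary phase and quiescence genes had a median of 0.30 (4 of 19 higher, 4 lower, percentile 87), autophagy had a median of -0.022 (5 of 21 higher, 4 lower, percentile 32.8) and histones had a median of 0.28 (2 of 10 higher, 2 lower, percentile 79.2).

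Meiosis and sporulation genes had a median of 0.66 (9 of 17 higher, 2 lower, percentile 94.7) and haploid-specific genes had a median of 0.082 (1 of 9 higher, 3 lower, percentile 46.3). The meiosis median was 0.20 with normexp, and 14 of these genes were well above background on both arrays. Genes specific to a cells had a median of -0.15 (1 of 7 higher, 1 lower, percentile 25.9) and those specific to alpha cells had a median of -0.22 (1 of 7 higher, 1 lower, percentile 18.9); the a-cell median had the other sign after the loess correction and over probes well above background on both arrays. The PAU family had a median of 0.43 (9 of 24 higher, 1 lower, percentile 92.2); with the shift by the median it was 0.28. The strain markers had a median of 1.08 (3 of 4 higher, 0 lower, percentile 95.3): *SUC2* stood at 1.34, *HIS4* at 0.82 and *URA3* at -0.51, with *SEC59* at 1.81; with coding length removed *HIS4* fell to 0.56.

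The array holds no probe for *GPI15*, *ERI1*, *HSP150* or *SPG1*, so the lists that name them are shorter by these.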
